# Endothelial and systemic upregulation of miR-34a-5p fine-tunes senescence in progeria

**DOI:** 10.18632/aging.203820

**Published:** 2022-01-12

**Authors:** Christina Manakanatas, Santhosh Kumar Ghadge, Azra Agic, Fatih Sarigol, Petra Fichtinger, Irmgard Fischer, Roland Foisner, Selma Osmanagic-Myers

**Keywords:** Hutchinson-Gilford progeria syndrome, cardiovascular disease, endothelial senescence, senescence-associated micro RNAs

## Abstract

Endothelial defects significantly contribute to cardiovascular pathology in the premature aging disease Hutchinson-Gilford progeria syndrome (HGPS). Using an endothelium-specific progeria mouse model, we identify a novel, endothelium-specific microRNA (miR) signature linked to the p53-senescence pathway and a senescence-associated secretory phenotype (SASP). Progerin-expressing endothelial cells exert profound cell-non-autonomous effects initiating senescence in non-endothelial cell populations and causing immune cell infiltrates around blood vessels. Comparative miR expression analyses revealed unique upregulation of senescence-associated miR34a-5p in endothelial cells with strong accumulation at atheroprone aortic arch regions but also, in whole cardiac- and lung tissues as well as in the circulation of progeria mice. Mechanistically, miR34a-5p knockdown reduced not only p53 levels but also late-stage senescence regulator p16 with no effect on p21 levels, while p53 knockdown reduced miR34a-5p and partially rescued p21-mediated cell cycle inhibition with a moderate effect on SASP. These data demonstrate that miR34a-5p reinforces two separate senescence regulating branches in progerin-expressing endothelial cells, the p53- and p16-associated pathways, which synergistically maintain a senescence phenotype that contributes to cardiovascular pathology. Thus, the key function of circulatory miR34a-5p in endothelial dysfunction-linked cardiovascular pathology offers novel routes for diagnosis, prognosis and treatment for cardiovascular aging in HGPS and potentially geriatric patients.

## INTRODUCTION

Life expectancy has significantly risen in modern societies but this has been accompanied by an increase in age-related diseases such as cardiovascular diseases (CVDs), which are the leading cause of deaths globally (WHO report 2017) [1]. One of the key initiating events in age-related cardiovascular pathologies is endothelial dysfunction characterized by increased oxidative stress, reduced response to shear stress and consequently decline in atheroprotective endothelial nitric oxide synthase (eNOS). Increasing evidence also highlights the importance of deregulated microRNAs (miRs) in the development of endothelial dysfunction. Several studies demonstrated the involvement of circulating miRs in various age-related pathologies with a remarkable success of miR neutralizing antimiR agents in the treatment of age-related CVD [2, 3]. However, the tissue specific origins of age-related circulating miRs, particularly in regard to endothelial tissue *in vivo* and their mode and extent of action still remain widely unclear.

Age-linked tissue damage is often associated with cellular senescence occurring in almost all tissues [4, 5]. Cellular senescence occurs upon different cellular stressors such as DNA damage, mechanical damage or telomere erosion [6]. Cell cycle arrested, senescent cells can have deleterious effects on the surrounding cells through their metabolic activities, thereby playing a pivotal role in pathophysiological processes [7]. Senescent cells establish a “communication network” with their environment via secretion of pro-inflammatory and pro-fibrotic factors, growth factors and proteases, known as senescence-associated secretory phenotype (SASP) [8]. Moreover, pro-senescent effects can be mediated through paracrine transmission [9]. At the molecular level, the p53/p21 axis is a key pathway regulating senescence development [10]. p21 (*Cdkn1*) is a cyclin-dependent kinase inhibitor (CDKi) that acts in the early reversible stages of cell cycle arrest, whereas prolonged cell cycle arrest leads to the expression of another CDKi, p16 (*Cdkn2*) [10]. Persistent and high levels of p16 lead to irreversible permanent cell cycle arrest [11]. miRs are also emerging as key regulators of senescence and *bona fide* members of the SASP [12, 13]. miRs regulate gene expression at the post-transcriptional level through base pairing mainly to the 3’ untranslated regions of target messenger RNAs (mRNAs), leading to either mRNA decay or translational repression [14]. miRs that downregulate tumor suppressors act as oncogenes, those that downregulate oncogenes as tumor suppressors [15]. Consequently, deregulation of miRs is commonly found in cancer but also in aging and age-related diseases [15–18]. Several senescence-associated miRs, termed geromiRs, were proposed to be key components regulating senescence [19]. Among those, miR34a-5p was one of the first identified p53 targets and plays a key role within the p53-network [20]. From the clinical perspective, a large number of preclinical and clinical studies demonstrated elevated levels of miR34 in heart failure and therapeutic inhibition of the miR-34 family (miR-34a, -34b, -34c) attenuated the cardiac remodeling, left ventricular dysfunction and promoted human heart progenitor proliferation [21–23]. However, not much is known regarding the cell type specific impact of miR34 particularly at the organismal level which is an essential prerequisite for treating cardiovascular disease.

Given the potential importance of senescence-associated miRs and the involvement of a dysfunctional endothelium in age-related CVD pathology, we sought to explore whether an endothelial specific miR signature and alterations of circulating miRs may contribute to cardiovascular aging and pathology. To assess the potential effects of endothelium-specific senescence pathways and senescence-associated miRs on CVD pathology, we used an endothelium-specific mouse model of the premature aging disease Hutchinson Gilford progeria syndrome (HGPS), which develops many age-related CVD pathologies [24]. HGPS is caused by an autosomal dominant *de novo* (GGC>GGT) mutation in the *LMNA* gene that leads to activation of a cryptic splice site and generation of truncated and permanently farnesylated prelamin A, termed progerin [25, 26]. *LMNA* codes for A type lamins that together with lamin B form a mesh-like structure at the nuclear periphery providing mechanical stability to the nucleus and regulating chromatin organization and gene expression [27]. Progerin expression in cells leads to mechanical defects, lobulated nuclei and changes in heterochromatin, DNA damage and shortened telomeres, similar to aging-linked mechanisms [28]. Accordingly, HGPS patients develop many age-related features such as alopecia, skin scleroderma, lipodystrophy, bone abnormalities and prominent CVD within the first one to two decades of life [26]. Vascular smooth muscle cell (VSMC) loss in VSMC-specific progerin mice contributes to severe atherosclerosis, but recent studies in endothelium-specific progeria mice by us and others have also underpinned the importance of endothelial dysfunction in the development of age-related cardiovascular pathology in HGPS [24, 29, 30]. Dysfunctional endothelial cells show deregulation of the mechanoresponsive myocardin-related transcription factor A (MRTFA) and Sirt7 activity and exert pro-fibrotic and pro-inflammatory effects. In addition, several key endothelial-specific functions were also impaired in HGPS endothelial cells derived from induced pluripotent stem cells [31, 32]. However, the underlying mechanism and the potential involvement of senescence-associated miRs in endothelial cell dysfunction and its contribution to CVD are unknown.

Here, using the endothelium-specific progeria mouse model [24], we identify a novel endothelial-specific senescence-associated miR signature linked to a senescence-associated p53-signaling and systemic pro-senescent and pro-inflammatory SASP. Senescence-associated miR34a-5p that putatively affects 50% of downregulated mRNA targets in progerin-expressing endothelial cells was also elevated in plasma and significantly upregulated in lung and heart tissues and also in non-endothelial cell populations indicating systemic effects. Importantly, antimiR-mediated inhibition of miR34a-5p reduced the expression of p53 and late-stage senescence marker p16, highlighting the key role of miR34a-5p in sustaining senescence in endothelial cells and presumably through an unknown paracrine mechanism, also in neighboring non-endothelial populations. Thus, the current study identifies novel potential SA-miR mediated control mechanisms involved in senescence regulation and in vascular induced systemic aging effects in HGPS.

## RESULTS

### Progerin expression in endothelial cells activates p53-linked senescence and SASP

In order to investigate molecular pathways underlying endothelial dysfunction in HGPS we used an endothelium-specific progeria mouse model (Prog-Tg) [24]. Prog-Tg mice were generated by crossing transgenic mice carrying a tet Operon (TetOp) driven human HGPS mutant lamin A minigene (TetOp-G608G) [33] with transgenic mice expressing a tetracycline-responsive trans-activator (tTA) under the control of the endothelium-specific VE-cadherin (*Cdh5*) promoter [34]. Prog-Tg mice were shown to express both human wildtype lamin A and mutant progerin from the transgene at similar levels [24, 33] (Supplementary Figure 1). As a control, we generated transgenic mice expressing the wildtype human lamin A (LA-Tg) using the same strategy (Supplementary Figure 1). We then performed transcriptome analysis of freshly prepared progerin-expressing endothelial cells (ECs) derived from these mice, and of control ECs derived from mice with transgenic expression of wildtype lamin A (LA-Tg) together with the corresponding littermate controls (WT) [24]. 

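Lmna encodes lamins A and C of the nuclear lamina, the mouse counterparts of the transgene products (ENSMUSG00000028063, chromosome 3 from 88480147 to 88509956 of GRCm38). Its level was 220.4 ± 55.9 CPM (SD, n = 3) in WT, 358 ± 92.7 in LA-Tg and 431 ± 141 in Prog-Tg ECs. The log2 fold change was 0.97 (standard error 0.318, adjusted p = 0.83) for Prog-Tg and 0.70 (standard error 0.316, adjusted p = 1.00) for LA-Tg versus WT, and the counts do not separate mouse Lmna from transgene reads that align to it. Cdh5 encodes VE-cadherin, whose promoter drives the trans-activator, and stood at 2396 ± 973 CPM in WT, 2842 ± 1047 in LA-Tg and 2894 ± 602 in Prog-Tg ECs (0.27 on the log2 scale for Prog-Tg versus WT). Thus all 3 genotypes expressed the endothelial driver gene at a high level. Poly(A) RNA was sequenced from lung ECs of 3 libraries per genotype, prepared at passage 3 after sorting with ICAM-2 beads from mice about 10 days old. The reads had been aligned to GRCm38 with STAR and counted per gene with HTSeq by the authors, and the values used here are these raw counts. Library totals were 19506853 to 32478799 in WT, 18746667 to 38150235 in LA-Tg and 17961152 to 67602012 in Prog-Tg. Of 31094 genes with a count, 14584 passed edgeR's filter on low counts and were tested with its quasi-likelihood test after TMM scaling, with Benjamini-Hochberg adjusted p values. The libraries also differed in cell and animal features. The mean log2 CPM of lymphatic endothelial markers was 8.39, 9.03 and 8.61 in WT replicates 1 to 3, 8.99, 5.26 and 8.63 in LA-Tg and 6.84, 6.53 and 7.36 in Prog-Tg. This mean, the lymphatic score below, was lower in all 3 Prog-Tg than in all 3 WT libraries. As a term of a fit it therefore cannot be separated from genotype in Prog-Tg versus WT. Within genotypes the score varied mostly through LA-Tg replicate 2, at 5.26. Values with this term are therefore largely set by that library. The level of Y-linked transcripts was 6.42, 5.07 and 4.58 in WT, -3.60, -3.82 and 5.11 in LA-Tg and 6.38, -3.82 and 5.98 in Prog-Tg, so that 2 LA-Tg and 1 Prog-Tg libraries lacked male signal. Kdm5d, a Y-linked histone demethylase, accordingly stood at 37 ± 20.7 CPM in WT, 9.95 ± 17.2 in LA-Tg and 32.1 ± 28.4 in Prog-Tg.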

Differential expression analysis between Prog-Tg versus WT and LA-Tg versus WT ECs revealed 131 transcripts significantly up- and 87 downregulated in Prog-Tg versus WT, and evidently much less change in LA-Tg versus WT samples (25 up- and 63 downregulated) with only 14 shared differentially expressed (DE) genes (Figure 1A and Supplementary Table 1). 

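Armc1, which encodes an armadillo-repeat protein of mitochondria (ENSMUSG00000027599, chromosome 3 from 19131402 to 19163065), was higher in Prog-Tg than in WT ECs. Its level was 46.1 ± 7.24 CPM (SD, n = 3) in WT and 448 ± 373 in Prog-Tg, a log2 fold change of 3.28 (standard error 0.679, adjusted p = 0.83). Tc2n, which encodes a tandem C2 domain protein, was lower, at 517 ± 214.9 CPM in WT and 195 ± 48.5 in Prog-Tg (-1.41 (standard error 0.347) on the log2 scale). Tbl1xr1, a part of nuclear corepressor complexes, was lower at -0.84 (standard error 0.186), and Pld1, which encodes phospholipase D1, at -0.81 (standard error 0.211). Nceh1, a cholesterol ester hydrolase, was lower at -0.58 (standard error 0.147), and these last 3 genes lie in a stretch of chromosome 3 in which 15 of 18 genes were below 0. The bounds of that stretch were set on the same fold changes. Thsd4, which encodes a protein of fibrillin microfibrils, was -2.57 (standard error 0.694) and Wnk2, a kinase that regulates ion transport, -2.49 (standard error 0.615). Klra2, a receptor of the Ly49 family, was higher at 3.31 (standard error 0.756) but stayed under 1 CPM in every genotype. The predicted genes Gm37979 (4.51 (standard error 0.831)) and Gm43504 (-2.15 (standard error 0.52)) complete the 10 genes with the smallest p among those whose groups did not overlap, and the adjusted p of each was 0.83. By edgeR's test, 0 genes passed an adjusted p under 0.05 in Prog-Tg versus WT, and 496 had an unadjusted p under 0.05. DESeq2 called 2 genes (Armc1 and Gm37979), limma-voom called 0, and edgeR called 1 (Armc1) without Prog-Tg replicate 1. The groups did not overlap for 2001 genes (13.7%), beside the 10% that chance gives for 3 against 3. At the study thresholds 137 genes were higher, with 74 without WT replicate 2, 270 without WT replicate 3, 291 without Prog-Tg replicate 1 and 62 without Prog-Tg replicate 3, and 266 were lower, with 51 without WT replicate 2, 422 without WT replicate 3, 539 without Prog-Tg replicate 1, 101 without Prog-Tg replicate 2 and 107 without Prog-Tg replicate 3. In LA-Tg versus WT ECs, Kifap3, an adaptor of kinesin-2, was lower at 40.1 ± 2.42 CPM against 69.9 ± 12.9 in WT, a log2 fold change of -0.80 (standard error 0.152, adjusted p = 1.00). Klk10, a secreted serine protease, was lower at -1.57 (standard error 0.392), Rslcan18, a zinc-finger repressor, at -1.79 (standard error 0.50), and Erdr1, a regulator of erythroid differentiation, was higher at 1.13 (standard error 0.31). Here edgeR, DESeq2 and limma-voom each called 0 genes at an adjusted p under 0.05, and 121 had an unadjusted p under 0.05 by edgeR. By the study thresholds 51 genes were higher, with 195 without LA-Tg replicate 1, 21 without LA-Tg replicate 2 and 88 without LA-Tg replicate 3, and 48 were lower, with 95 without WT replicate 1, 89 without WT replicate 2, 171 without LA-Tg replicate 1 and 90 without LA-Tg replicate 2. Groups did not overlap for 576 genes (3.95%).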

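Nceh1 hydrolyses cholesterol esters (ENSMUSG00000027698, chromosome 3 from 27182965 to 27284608) and had the smallest p of all genes between the transgenic lines. Its level was 61.5 ± 5.93 CPM (SD, n = 3) in LA-Tg and 24.9 ± 3.36 in Prog-Tg ECs, a log2 fold change of -1.31 (standard error 0.149, adjusted p = 0.25). Tbl1xr1, at 119 ± 17.8 CPM in LA-Tg and 61.6 ± 13.5 in Prog-Tg, had a log2 fold change of -0.95 (standard error 0.187), and Pld1 -1.14 (standard error 0.212). Gyg, which encodes glycogenin, the primer of glycogen synthesis, was lower in Prog-Tg at -1.01 (standard error 0.236), with 52.1 ± 13 CPM in LA-Tg and 25.9 ± 6.44 in Prog-Tg. These 4 genes lie together on chromosome 3 between 20122084 and 28133362. Sumf1, which activates sulfatases, had a log2 fold change of -0.44 (standard error 0.105) and Gxylt2, a xylosyltransferase acting on Notch, 4.15 (standard error 0.898). Ptprv, a receptor phosphatase induced by p53, was 2.62 (standard error 0.492). Also higher in Prog-Tg were Armc1 (2.95 (standard error 0.669)) and Gm37979 (4.64 (standard error 0.836)). In edgeR's test of Prog-Tg versus LA-Tg, 0 genes passed an adjusted p under 0.05 and 250 had an unadjusted p under 0.05. limma-voom called 0, and DESeq2 called 7, which were Armc1, Tbl1xr1, Pld1, Nceh1, Sumf1, Gm37979 and Mmp3, the last named only after the values were seen. The groups did not overlap for 861 genes (5.90%), fewer than the 10% given by chance. By the study thresholds 81 genes were higher in Prog-Tg, with 704 without LA-Tg replicate 2, 152 without Prog-Tg replicate 2 and 37 without Prog-Tg replicate 3, and 144 with the replicate block. Another 101 were lower, with 604 without LA-Tg replicate 2, 56 without LA-Tg replicate 3, 306 without Prog-Tg replicate 1 and 43 without Prog-Tg replicate 3. Of the genes past these thresholds 44.5% were higher, and 57.5% with library size alone.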

The direct comparison of deregulated genes in Prog-Tg versus LA-Tg ECs showed 147 genes significantly up- and 44 downregulated (Supplementary Figure 2A and Supplementary Table 1) and a 3-way Venn diagram analysis revealed only a weak overlap between these sets of differentially expressed genes (Supplementary Figure 2B). This clearly indicates a unique effect of progerin expression on the EC transcriptome rather than lamin A overexpression per se. 

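Perp, a p53 target that encodes a desmosome-associated membrane protein, had a log2 fold change of 2.42 (standard error 0.869) in Prog-Tg and 2.14 (standard error 0.862) in LA-Tg versus WT. Il15, a cytokine that sustains natural killer and memory T cells, was 1.37 (standard error 0.445) in Prog-Tg and 1.23 (standard error 0.446) in LA-Tg. Ccl20, the ligand of Ccr6 on lymphocytes, was 3.61 (standard error 1.5) in LA-Tg. Without LA-Tg replicate 2, Perp was 0.45, Il15 0.94 and Ccl20 0.59 in LA-Tg, short of the study thresholds. Klra2 was higher in LA-Tg as well, at 3.07 (standard error 0.761), and Wnk2 lower at -1.38 (standard error 0.586). Lmna differed from WT in the same direction in both lines. For these genes the adjusted p of edgeR was 0.83 in Prog-Tg and 1.00 in LA-Tg. By the study thresholds 26 genes were shared by both comparisons with WT in the same direction, 19 higher and 7 lower, and 1 passed in opposite directions. Without WT replicate 1 the number shared was 75. Independent calls would share 0.479 higher and 0.875 lower genes. Both comparisons use the same 3 WT libraries, and 30 simulations of groups that share controls, with no effect, gave a mean of 139 shared genes (119 to 153). The simulations drew each gene independently, and this mean exceeds the 99 genes past these thresholds in LA-Tg versus WT. They thus called more genes than the LA-Tg data and give no scale for the 26. Across the 14584 genes, which are not independent replicates, the log2 fold changes of the 2 comparisons correlated at 0.627. The same simulations gave a mean of 0.508, without a range, and give no scale for this correlation either.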

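Libraries of 1 genotype could differ widely in single genes. Dcn, which encodes the matrix proteoglycan decorin of fibroblasts, stood at 107 ± 92.5 CPM (SD, n = 3) in WT, 13.8 ± 8.06 in LA-Tg and 244 ± 185 in Prog-Tg ECs. Xist, the RNA that silences the X chromosome in female cells, was 572 ± 506 CPM in WT, 955 ± 639 in LA-Tg and 384 ± 665 in Prog-Tg. Apln, which encodes a peptide of endothelial tip cells, was 272 ± 385 CPM in WT and 1104 ± 863 in Prog-Tg. Mmp13, a collagenase, was 1.53 ± 1.17 CPM in WT and 17.7 ± 26.9 in Prog-Tg. For Xist, Apln and Mmp13 the SD exceeded the group mean in at least 1 genotype. Over all 14584 genes tested, the mean Pearson correlation of log2 CPM was 0.939 between replicates of a genotype and 0.942 between libraries of different genotypes. In an exact permutation test over all 280 ways to part the 9 libraries into 3 groups of 3, the one-sided p was 0.557. Over the 500 most variable genes the means were 0.524 and 0.548. Libraries of the same replicate number can be matched across genotypes, so these pairs were left out in an alternative chosen after seeing the data. The mean between genotypes was then 0.937, below that within a genotype, and with genotypes permuted within replicate numbers the exact one-sided p over 36 arrangements was 0.444.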

Heatmap clustering showed a high degree of correlation between the three biological replicates per genotype (Supplementary Figure 2C). Prog-Tg/WT transcriptome ranked-list enrichment analysis revealed a strong enrichment of the terms “cell-cell adhesion” (124 genes) and “extracellular matrix organization” (172 genes) consistent with previous reports [35]. Furthermore, the terms “leukocyte chemotaxis” (144 genes) and “regulation of leukocyte migration” (141 genes) indicate an inflammatory response, whereas “mesenchymal cell differentiation” (169 genes) and “connective tissue development” (199 genes) point to a pro-fibrotic response (Figure 1B and Supplementary Figure 3A, 3B). 

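Vcan, which encodes the large matrix proteoglycan versican, stood at 8.16 ± 3.8 CPM (SD, n = 3) in WT and 22 ± 8.71 in Prog-Tg ECs, a log2 fold change of 1.43 (standard error 0.552, adjusted p = 0.83). Pcolce2, an enhancer of procollagen processing, was 2.60 (standard error 0.864) and the collagenase Mmp13 3.53 (standard error 1.41). Without Prog-Tg replicate 3 these were 1.78 and 0.47. Hapln1, which links proteoglycans to hyaluronan, was lower at -3.78 (standard error 1.4), with 19.1 ± 18.8 CPM in WT and 1.43 ± 2.04 in Prog-Tg. With each library left out, Hapln1 ran from -6.26 to -2.59. Of 49 extracellular matrix genes tested, 34 were higher and 15 lower, with a median log2 fold change of 0.41 (range -3.78 to 3.53) and 0 higher when adjusted over the list alone. The set test camera placed the list above other genes (adjusted p = 0.032; adjusted p = 0.56 with an estimated correlation). The median was 0.33 without WT replicate 1 (adjusted p = 0.32), 0.26 without WT replicate 2 (adjusted p = 0.093), -0.033 without Prog-Tg replicate 3 (adjusted p = 0.70) and 0.18 with the lymphatic score as a term (adjusted p = 0.088), and over all settings the adjusted p ran from 0.000278 to 0.70. The score as a term was chosen after seeing the data and cannot be separated from genotype in Prog-Tg versus WT. Among adhesion genes, Vcam1, which captures leukocytes on activated endothelium, was 9.0 ± 6.37 CPM in WT and 125 ± 189.6 in Prog-Tg, a log2 fold change of 3.80 (standard error 1.58, adjusted p = 0.83), and 0.77 without Prog-Tg replicate 3. Sele, the endothelial selectin, was higher at 1.40 (standard error 0.603). Cldn5, the claudin of endothelial tight junctions, was lower at -1.00 (standard error 0.537), with 569 ± 75.2 CPM in WT and 283 ± 143 in Prog-Tg, and Icam2, the antigen used to sort the cells, at -0.60 (standard error 0.329). Of 27 cell-cell adhesion genes, 13 were higher and 14 lower. Their median was -0.0037, their mean 0.21 and the direction of camera upward (adjusted p = 0.72), so that median and mean differ in sign. The median was 0.033 without a filter on counts (adjusted p = 0.92), 9.6e-06 with RLE scaling (adjusted p = 0.73), 0.079 without WT replicate 1 (adjusted p = 0.52), 0.060 without WT replicate 3 (adjusted p = 0.53) and 0.11 without Prog-Tg replicate 3 (adjusted p = 0.36), over a range of adjusted p from 0.36 to 0.95. Beside these lists, 6 fibroblast markers of 14 were expressed, 5 of them higher, with a median of 0.80 (adjusted p = 0.055). This median was 1.38 without a filter on counts (adjusted p = 0.000159), 1.90 without WT replicate 3 (adjusted p = 0.00274), 1.13 without Prog-Tg replicate 2 (adjusted p = 0.00275), -0.021 without Prog-Tg replicate 3 (adjusted p = 0.47), 1.41 with the lymphatic score as a term (adjusted p = 0.035) and 1.11 with the Y-linked level as a term (adjusted p = 0.00157), with adjusted p from 0.000159 to 0.52. Of 10 smooth muscle and pericyte markers 7 were higher, with a median of 0.38 (adjusted p = 0.14); it was 0.72 without WT replicate 2 (adjusted p = 0.0087), 1.09 without WT replicate 3 (adjusted p = 0.00422), 0.77 without Prog-Tg replicate 1 (adjusted p = 0.040), 0.29 without Prog-Tg replicate 2 (adjusted p = 0.017) and 0.70 with the Y-linked level as a term (adjusted p = 0.023), with adjusted p from 0.00422 to 0.55.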

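Ptgs2, which encodes cyclooxygenase 2, stood at 73.3 ± 46.5 CPM (SD, n = 3) in WT and 226 ± 98.7 in Prog-Tg ECs, a log2 fold change of 1.62 (standard error 0.688, adjusted p = 0.83). Tnfaip3, a feedback inhibitor of NF-kB, was higher at 2.51 (standard error 1.19). Lif, a cytokine of the Il6 family, was 0.74 (standard error 0.343), with 14.7 ± 2.51 CPM in WT and 24.4 ± 12.8 in Prog-Tg. Tnfsf10, the death ligand TRAIL, was lower at -1.95 (standard error 0.783) and lies in the chromosome 3 stretch with Nceh1. Of 40 chemokine and cytokine genes 23 were expressed, 18 higher and 5 lower, with a median of 1.28 and a camera adjusted p of 6.7e-05 (0.42 with an estimated correlation). The median ran from 0.60 to 1.44 with each library left out and was 0.63 with the lymphatic score as a term. Of 22 NF-kB target genes 20 were higher, with a median of 0.75 (camera adjusted p = 1.65e-05; 0.42 with an estimated correlation). The median of the NF-kB targets was -0.052 with the lymphatic score as a term (adjusted p = 0.55), with adjusted p from 8.49e-07 to 0.55. Of the interferon-stimulated genes, 21 of 22 were lower, Ifit2 among them at -1.16 (standard error 0.577), with a median of -0.65 (adjusted p = 0.17). That median was 0.91 without WT replicate 1 (adjusted p = 0.00375), -0.92 without WT replicate 2 (adjusted p = 0.0087), -1.12 without WT replicate 3 (adjusted p = 0.000293), -1.78 without Prog-Tg replicate 1 (adjusted p = 0.00118) and 0.053 with the lymphatic score as a term (adjusted p = 0.51), with adjusted p from 0.000293 to 0.82. Leukocyte markers were expressed in 6 of 23 cases, 4 of them higher, with a median of 0.66 (adjusted p = 0.17); it was 0.81 without WT replicate 1 (adjusted p = 0.020), -0.091 without Prog-Tg replicate 1 (adjusted p = 0.75) and 1.14 without Prog-Tg replicate 2 (adjusted p = 0.000478), with adjusted p from 0.000478 to 0.81. On the pro-fibrotic side, Ankrd1, a target of the mechanosensor Yap, was 25.8 ± 17.7 CPM in WT and 139 ± 93.1 in Prog-Tg, a log2 fold change of 2.43 (standard error 0.993, adjusted p = 0.83). Tpm1, an actin-binding tropomyosin, was 0.95 (standard error 0.481). Of 20 pro-fibrotic and SRF target genes 17 were higher, with a median of 0.88 (camera adjusted p = 0.00012; 0.42 with an estimated correlation). It was 0.21 with the lymphatic score as a term (adjusted p = 0.17), with adjusted p from 8.54e-06 to 0.17. Zeb2 and Snai2, repressors of epithelial genes, were 1.32 (standard error 0.776) and 0.89 (standard error 0.604), and Vim, which encodes vimentin, 0.68 (standard error 0.393). Of 18 mesenchymal transition genes 14 were higher, with a median of 0.66 (camera adjusted p = 0.032; 0.42 with an estimated correlation). It was 0.30 without WT replicate 1 (adjusted p = 0.23), 0.54 without WT replicate 2 (adjusted p = 0.056), 0.21 without Prog-Tg replicate 3 (adjusted p = 0.27) and 0.088 with the lymphatic score as a term (adjusted p = 0.37), with adjusted p from 0.00522 to 0.37. When adjusted over the list alone, 0 genes of these 6 lists passed. The lymphatic and Y-linked terms were chosen after seeing the data, and the lymphatic score cannot be separated from genotype in Prog-Tg versus WT.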

Lessened enrichment was observed for these pathways in the control LA-Tg/WT transcriptome (Figure 1B and Supplementary Figure 3A). 

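Tnfaip3 was 35.4 ± 52.4 CPM (SD, n = 3) in LA-Tg ECs, a log2 fold change of 2.24 (standard error 1.18) versus WT, and Ankrd1 was 1.72 (standard error 0.97). Ptgs2 was 0.067 (standard error 0.672), Vcan 0.64 (standard error 0.546) and Vcam1 1.12 (standard error 1.44) in the same comparison. Mmp13 was -0.69 (standard error 1.35), the only one of these genes below 0 in LA-Tg. Between the transgenic lines, Mmp13 was 4.22 (standard error 1.47), Ptgs2 1.56 (standard error 0.687) and Vcam1 2.68 (standard error 1.5), with an adjusted p of 1.00 for each. Without Prog-Tg replicate 3 these were 1.15, 1.14 and -0.35, so that Vcam1 changed direction, and Mmp13 was 2.68 with the replicate block, short of the study thresholds. In LA-Tg versus WT, the pro-fibrotic and SRF target genes had a median log2 fold change of 0.78 (camera adjusted p = 5.25e-05; 0.86 with an estimated correlation). It was 0.43 without WT replicate 2 (adjusted p = 0.062), 0.14 without LA-Tg replicate 2 (adjusted p = 0.27) and 0.17 with the lymphatic score as a term (adjusted p = 0.17), with adjusted p from 1e-10 to 0.27. The NF-kB targets had a median of 0.26 (adjusted p = 0.037; 0.93 with an estimated correlation). It was -0.030 without WT replicate 2 (adjusted p = 0.47), -0.26 without LA-Tg replicate 2 (adjusted p = 0.49), -0.18 with the lymphatic score as a term (adjusted p = 0.52) and -0.26 with the Y-linked level as a term (adjusted p = 0.66), with adjusted p from 7.03e-05 to 0.66. The extracellular matrix, adhesion, mesenchymal transition and chemokine lists did not pass camera in LA-Tg versus WT (adjusted p = 0.56, 0.39, 0.21 and 0.56). Tested directly between Prog-Tg and LA-Tg, the chemokines and cytokines had a median of 0.82 (camera adjusted p = 0.000102; 0.43 with an estimated correlation) and the NF-kB targets 0.24 (adjusted p = 0.00144; 0.48 with an estimated correlation). With each library left out the chemokine median ran from 0.32 to 2.02. The NF-kB median was 0.070 without LA-Tg replicate 1 (adjusted p = 0.13), 0.067 without LA-Tg replicate 3 (adjusted p = 0.073), 0.013 without Prog-Tg replicate 2 (adjusted p = 0.16) and 0.17 with the lymphatic score as a term (adjusted p = 0.14), with adjusted p from 3.34e-05 to 0.16. The extracellular matrix, adhesion, pro-fibrotic and mesenchymal transition lists did not pass this direct test (adjusted p = 0.076, 0.65, 0.47 and 0.24). The terms for lymphatic score and Y-linked level were chosen after seeing the data.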

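Ccl20 attracts lymphocytes and dendritic cells through the receptor Ccr6 (ENSMUSG00000026166, chromosome 1 from 83116766 to 83119167). Its level was 0.0682 ± 0.0774 CPM (SD, n = 3) in WT and 1.11 ± 0.712 in Prog-Tg ECs, a log2 fold change of 3.82 (standard error 1.49, adjusted p = 0.83). Il1a, an alarm cytokine of senescent cells, was removed by the filter on low counts. Its reads numbered 14, 2 and 15 in the Prog-Tg libraries and 3, 0 and 0 in WT, a ratio of 7.11 for pooled counts (95% exact interval 2.22 to 36.4, for counting error only). Tril, an accessory protein of Toll-like receptors, was lower, at 27.4 ± 28.4 CPM in WT and 2.41 ± 2.9 in Prog-Tg (-3.54 (standard error 1.28) on the log2 scale). Nfatc2, a calcium-regulated transcription factor of T cells, was -2.58 (standard error 0.994). Foxj1, a transcription factor of ciliated cells that also restrains NF-kB, was -2.89 (standard error 0.911), with 1.3 ± 1.29 CPM in WT and 0.151 ± 0.123 in Prog-Tg. Without WT replicate 2, Tril was -2.25, Nfatc2 -1.67 and Foxj1 -1.70, short of the study thresholds. Of the 20 genes of the immune response set of the study, 7 passed the filter, 3 of them higher and 4 lower in Prog-Tg. Adjusted over the list alone, 1 was higher (Ccl20) and 4 were lower (Nfatc2, Thsd4, Foxj1 and Tril), but the study chose the list on these libraries, so this is not independent evidence. The median of the list was -2.57 (camera adjusted p = 0.17). It was 2.51 without a filter on counts (adjusted p = 1.5e-06), 2.15 without WT replicate 1 (adjusted p = 0.54), 1.87 without WT replicate 2 (adjusted p = 0.093), 2.80 without WT replicate 3 (adjusted p = 0.48), 2.54 without Prog-Tg replicate 1 (adjusted p = 0.33) and 0.083 without Prog-Tg replicate 2 (adjusted p = 0.89), with adjusted p from 1.5e-06 to 0.89.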

Importantly, gene ontology (GO) analysis for significantly differentially expressed (DE) genes (FC>1,5 and < -1.5; p>0.05) in the Prog-Tg/WT transcriptome revealed among the top terms “immune response category” with 20 significantly deregulated genes including interleukin (*Il1a*) and many chemokines (Figure 1C). This term was not found in LA-Tg ECs. 

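In LA-Tg ECs Ccl20 was at 1.01 ± 1.54 CPM (SD, n = 3), and its groups overlapped with WT. Tril was -0.54 (standard error 1.15) on the log2 scale versus WT, Nfatc2 -0.58 (standard error 0.922), Foxj1 -0.31 (standard error 0.822) and Thsd4 -1.199 (standard error 0.661). Il1a had 2, 0 and 0 counts in the LA-Tg libraries, and 31 in Prog-Tg against these 2 is a ratio of 11.1 (95% exact interval 2.83 to 95.8). When adjusted over the list alone, 0 of the 7 genes passed in LA-Tg versus WT by edgeR (1 at an unadjusted p under 0.05, Ccl20). Compared directly between Prog-Tg and LA-Tg, Ccl20 was 0.21 (standard error 1.22), Tril -2.99 (standard error 1.25) and Foxj1 -2.58 (standard error 0.906), each with an adjusted p of 1.00.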

We confirmed the top upregulated inflammatory factors, CC chemokine ligand 20 (*Ccl20*) and interleukin 1a (*Il1a*), and key pro-fibrotic factors such as connective tissue growth factor *(Ctgf)* and endothelin *(Edn1)* in ECs derived from lung and heart tissues by quantitative real time PCR (qPCR). *Ccl20*, *Il1a*, *Edn1* and *Ctgf* were upregulated in Prog-Tg/WT lung ECs and *Ccl20* in Prog-Tg heart ECs (Figure 1D and Supplementary Figure 4A). However, no significant changes in the expression of these factors were detected in LA-Tg ECs (Supplementary Figure 4B, 4C). Since upregulation of pro-fibrotic and pro-inflammatory factors pointed towards the initiation of a senescence-associated secretory pathway (SASP) in Prog-Tg ECs, we checked for senescence-mediating signaling pathways by functional enrichment analysis against KEGG (Kyoto Encyclopedia of Genes and Genomes). This analysis identified significant enrichment of the p53-pathway comprising many direct p53 targets and senescence-associated genes (Figure 1E). qPCR analysis confirmed significant upregulation of *Trp53* (p53) and validated senescence-linked genes, cyclin-dependent kinase inhibitors *Cdkn1a* (p21^Cip1/Waf1^) and *Cdkn2a* (p16^Ink4a^) (Figure 1F). Accordingly, Prog-Tg primary lung ECs at passage 2 in culture showed an inflated cell phenotype, a distinctive characteristic of senescent cells (Figure 1G). Furthermore, the number of cycling cells was dramatically reduced in Prog-Tg EC vs WT EC cultures, as revealed by bromodeoxyuridine (BrdU) incorporation assay (Figure 1H). Thus, our data suggest that progerin expression in ECs activates p53-linked senescence and SASP with endothelial-specific immunomodulatory function and pro-fibrotic signaling. These data are in line with our previous study revealing perivascular and interstitial cardiac fibrosis in Prog-Tg mice [24].

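Mdm2, the ubiquitin ligase that p53 induces as its own inhibitor (ENSMUSG00000020184, chromosome 10 from 117688875 to 117710758), stood at 255 ± 108 CPM (SD, n = 3) in WT and 518 ± 60.9 in Prog-Tg ECs, a log2 fold change of 1.02 (standard error 0.427, adjusted p = 0.83). Ccng1, a cyclin that recruits a phosphatase to Mdm2, was 0.94 (standard error 0.379). Perp was 3.33 ± 0.567 CPM in WT and 17.9 ± 11.8 in Prog-Tg, and Gtse1, which shuttles p53 out of the nucleus, was 36.6 ± 10.5 CPM in WT and 77.5 ± 16.2 in Prog-Tg (1.08 (standard error 0.388)). For each of these 4 genes all 3 Prog-Tg libraries lay above all 3 WT libraries. With the lymphatic score as a term, Mdm2 was 0.44, Ccng1 0.39, Perp 0.92 and Gtse1 0.45, short of the study thresholds. The score lay lower in all 3 Prog-Tg than in all 3 WT libraries, so this term cannot be separated from genotype. Of 31 p53 target genes tested, 29 were higher and 2 lower, with a median of 0.55 (range -0.99 to 2.62), and 4 had an unadjusted p under 0.05, all higher. None passed when adjusted over the list alone. camera placed the list above other genes (adjusted p = 8.92e-10; 0.42 with an estimated correlation), and neither leaving out any library nor adding a term ended this call. The median was 0.38 to 0.67 with each library left out, and 0.12 with the lymphatic score as a term (adjusted p = 0.036). Of 62 p53 signaling pathway genes, 45 were higher and 17 lower, with a median of 0.23 (adjusted p = 1.08e-05; 0.42 with an estimated correlation). It was 0.045 with the lymphatic score as a term (adjusted p = 0.15), a term chosen after seeing the data. Its adjusted p by camera at the preset correlation ran from 7.03e-09 to 0.15 over the settings tried for lists. Trp53 itself was at 119.9 ± 33.3 CPM in WT and 140.2 ± 19.3 in Prog-Tg, a log2 fold change of 0.23 (standard error 0.224, adjusted p = 0.83). Cdkn1a, the cyclin-dependent kinase inhibitor p21, was 315 ± 168 CPM in WT and 507 ± 152 in Prog-Tg (0.68 (standard error 0.475, adjusted p = 0.83)). Cdkn2a, the locus of p16 and Arf, was 107 ± 65.4 CPM in WT and 149 ± 74.1 in Prog-Tg (0.48 (standard error 0.643, adjusted p = 0.87)). Cdkn2d, a further inhibitor of Cdk4, was lower at -0.60 (standard error 0.412). For these 4 genes the groups overlapped.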

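Ctgf, a matricellular factor of fibrosis, stood at 302 ± 328 CPM (SD, n = 3) in WT, 755 ± 931 in LA-Tg and 1018 ± 765 in Prog-Tg ECs, a log2 fold change of 1.75 (standard error 1.22, adjusted p = 0.83) for Prog-Tg versus WT. Edn1, which encodes the vasoconstrictor endothelin 1, was 174 ± 185 CPM in WT, 331 ± 423 in LA-Tg and 470.4 ± 311 in Prog-Tg (1.44 (standard error 1.14, adjusted p = 0.83)). With the lymphatic score as a term, chosen after seeing the data, Ctgf was 0.22 and Edn1 -0.24, so that Edn1 changed direction. The score differs by genotype and cannot be separated from it here. Glb1, the lysosomal enzyme behind senescence-associated β-galactosidase staining, was lower at -0.67 (standard error 0.263), with the groups apart, and -0.19 with the score as a term. Lmnb1, which encodes lamin B1 and is lost in senescent cells, was -0.65 (standard error 0.443). Of 16 senescence regulators 5 were higher and 11 lower, with a median of -0.12 (camera adjusted p = 0.29). Ccna2, the cyclin of S phase, was -1.39 (standard error 0.896), and Top2a, the topoisomerase of dividing cells, -1.28 (standard error 0.897). Of 31 proliferation genes 2 were higher and 29 lower, with a median of -0.51 (adjusted p = 0.26). It was -0.82 without WT replicate 1 (adjusted p = 0.020), 0.64 without WT replicate 2 (adjusted p = 4.66e-18) and -0.99 without WT replicate 3 (adjusted p = 6.95e-07), with adjusted p from 4.66e-18 to 0.90, so WT replicate 2 sets the direction of this list. From the p53-linked genes, the secreted factors and the pro-fibrotic genes, together with the enlarged shape of Prog-Tg ECs and the smaller number of cycling cells by BrdU uptake, the paper proposes that progerin in ECs activates p53-linked senescence with a secretory, immunomodulatory and pro-fibrotic program.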

**Figure 1:**
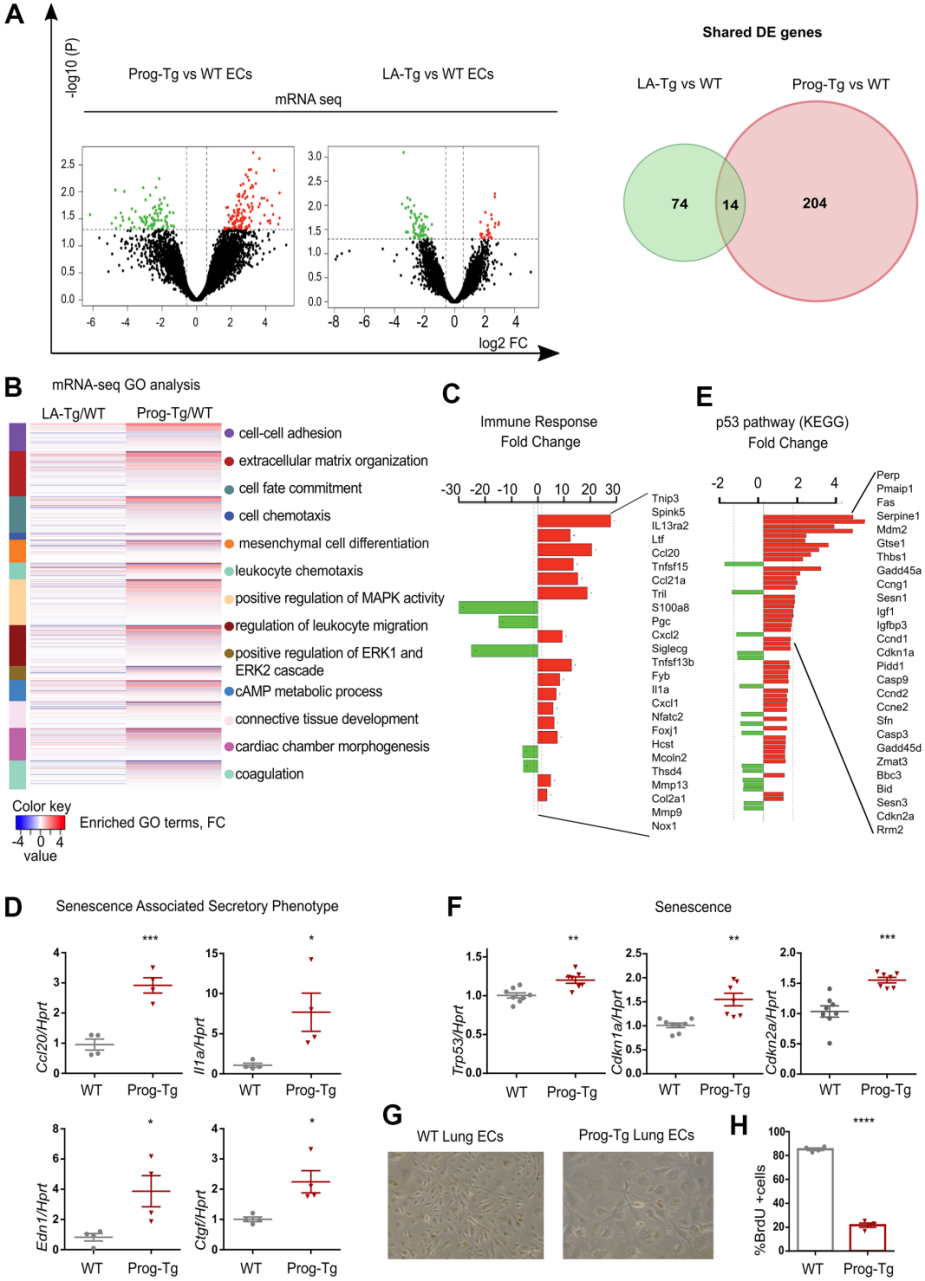
**Progerin expression in endothelial cells activates senescence and SASP.** (**A**) Volcano plots depicting differential expression (DE) analysis of genes in Prog-Tg/WT and LA-Tg/WT lung endothelial cells (ECs, left panel). Red, upregulated-, green, downregulated genes; X-axis, log_2_ values of fold change (FC>1,5 and <-1.5) and y-axis, -log_10_ values of p-value (p<0.05, n=3) (left panel). Analysis of shared DE genes between Prog-Tg/WT and LA-Tg/WT depicted by Venn diagrams (right panel). (**B**) Heatmap displaying enriched Gene Ontology (GO) terms of the whole ranked list of DE genes in Prog-Tg/WT and control group LA-Tg/WT using topGO and GOstats packages in R/Bioconductor. (**C**) Enriched GO term “Immune response” exhibiting significantly DE genes in Prog-Tg/WT lung ECs. (**D**) qPCR analysis of *Ccl20*, *Il1a*, *Edn1* and *Ctgf* in Prog-Tg/WT lung ECs using *Hprt* as reference gene. (**E**) KEGG pathway analysis of the “p53 pathway” enriched term showing DE genes in Prog-Tg/WT ECs. (**F**) qPCR analysis of *Trp53*, *Cdkn1a* and *Cdkn2a* in Prog-Tg/WT lung ECs using *Hprt* as reference gene. (**G**) Representative images from WT and Prog-Tg lung ECs at passage 2. (**H**) Bromodeoxyuridine incorporation assay (BrdU) performed for 40 h using Prog-Tg and WT lung ECs (n=4). For qPCR and BrdU assay, comparisons were performed between Prog-Tg and WT. For qPCRs n=4-8. Statistics were performed using unpaired two-tailed Students *t* test, *p<0.05, **p<0.01, ***p<0.001, ****p<0.0001.

### Cellular senescence and SASP *in vivo* in Prog-Tg mice

To examine senescence and SASP *in vivo* we first performed gene expression analysis in lung and heart tissues derived from Prog-Tg mice and corresponding WT littermates. Both senescence markers, *Cdkn1a* and *Cdkn2a*, were significantly upregulated in lung and heart tissues of Prog-Tg animals (Figure 2A). Concomitantly, inflammatory paracrine mediators *Ccl20* and *Il1a* were significantly increased in the lung and heart of Prog-Tg animals (Figure 2A).

**Figure 2:**
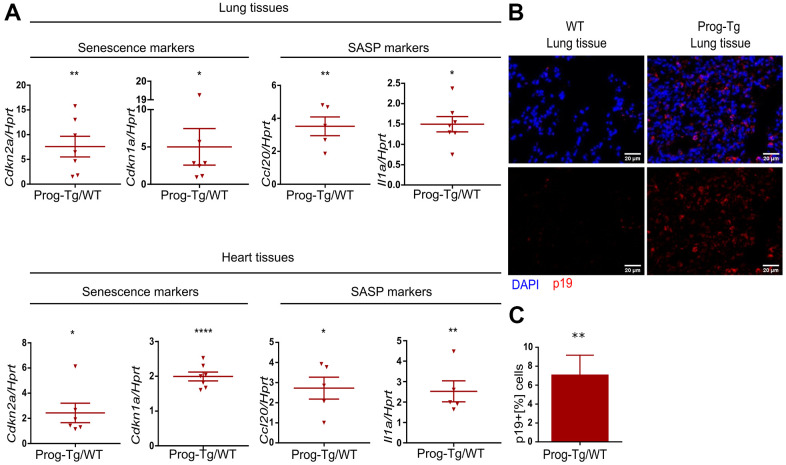
**Senescence and SASP are detected *in vivo* in Prog-Tg mice.** (**A**) qPCR analysis of depicted genes using RNA extracts from lung and heart tissues of Prog-Tg versus WT littermate mice (>25 weeks), n=5-7. (**B**) Representative immunofluorescence Z-stack projections from lung histological tissues sections of Prog-Tg and WT littermate mice at >25 weeks stained with anti-p19 antibodies and DAPI, Scale bar=20 μm. (**C**) Quantification of the percentage of p19-positive cells compared to DAPI-positive cells in lung tissues of Prog-Tg vs WT littermates on areas selected in a blinded manner (n=3). For qPCRs, a paired two-tailed Students *t* test was used and for statistic evaluation of histological staining a Mann-Whitney test. *p<0.05,**p<0.01, ****p<0.0001.

Senescent cells upregulate p19^Arf^ (*Cdkn2d*), an upstream activator of p53 signaling and a valid senescence marker for histological analyses [36]. Immunofluorescence staining of lung tissues from ~25-week-old Prog-Tg animals showed a marked accumulation of p19^+^ cells compared to their WT littermates (Figure 2B). Quantitative analysis revealed an over six-fold increase in p19^+^ cells in Prog-Tg lung specimens, supporting upregulation of senescence *in vivo* (Figure 2C).

Senescent cells mediate pro-inflammatory effects through secretion of SASP factors such as Ccl20 and Il1a [9]. We therefore tested the levels of these proteins in conditioned media and plasma of Prog-Tg mice. Prog-Tg ECs secreted significantly higher levels of Ccl20 compared to WT ECs with even more dramatic effects in plasma samples showing a ~seven-fold elevation (Figure 3A). Importantly, the conditioned medium from control LA-Tg ECs and plasma samples from LA-Tg animals did not show an increase in Ccl20 levels (Supplementary Figure 4D). In contrast to the increase in Ccl20 levels in Prog-Tg plasma, we did not find detectable levels of Il1a, neither in conditioned media nor in plasma samples (data not shown). As Ccl20 is known to recruit immune cells, we were prompted to test immune cell infiltration in the lung of Prog-Tg mice and also liver tissue, which is a key site of immunological defense [9, 36]. Indeed, we found an accumulation of CD3+ immune rosettes surrounding PECAM-positive blood vessels in tissues of Prog-Tg mice (Figure 3B). Quantification of randomly chosen areas in the proximity of blood vessels in lung and liver tissue sections of Prog-Tg vs littermate controls revealed a ~two-fold increase in immune cell infiltration (Figure 3C). In liver tissue, the effect was even more pronounced with a ~three-fold increase in CD3+ infiltrates in the vicinity of blood vessels but also interstitially (Figure 3B, 3C). Altogether, these data suggest that progerin-expressing endothelial cells exert systemic effects on surrounding tissues through SASP.

**Figure 3:**
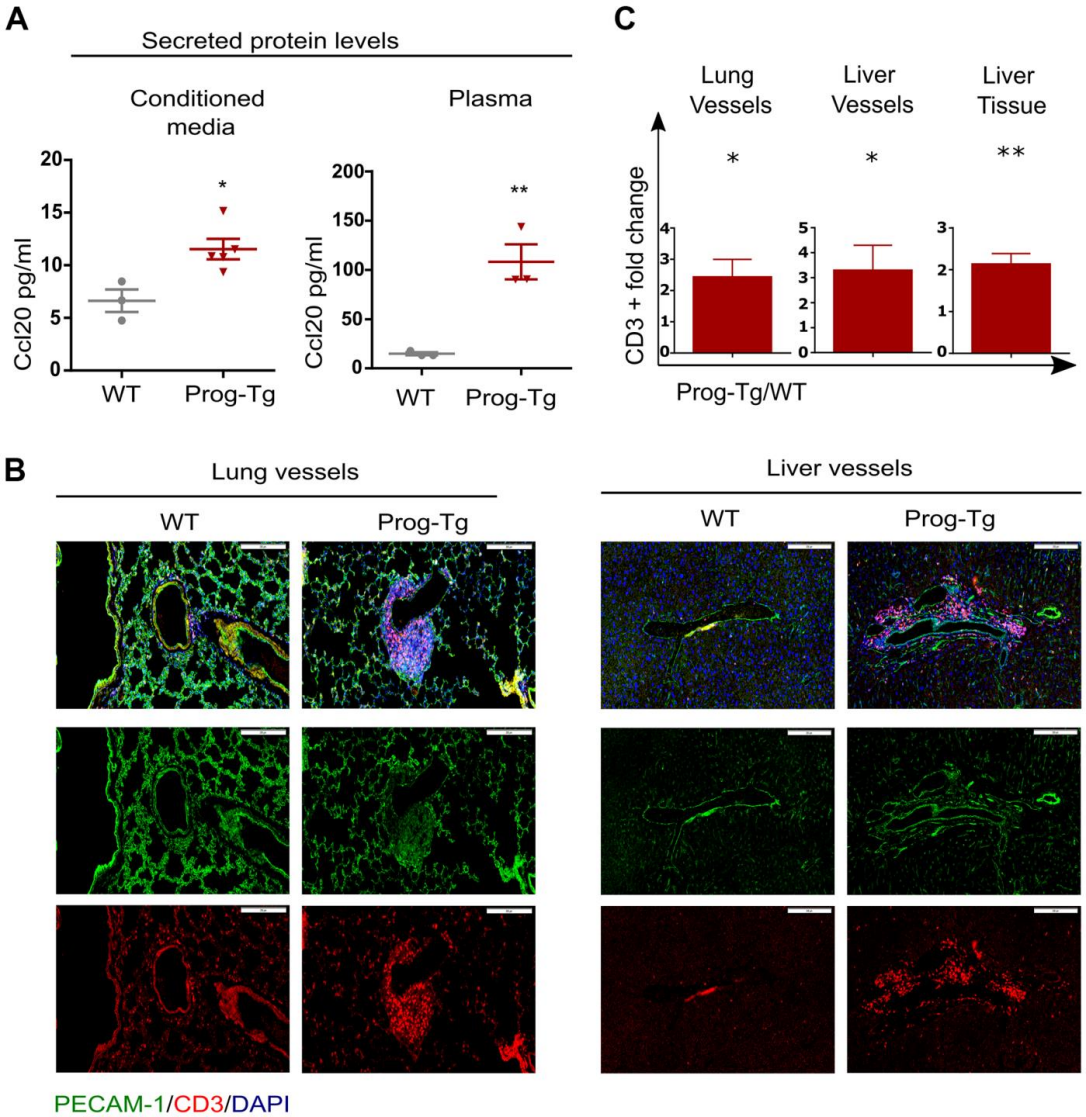
**Pro-inflammatory effects in Prog-Tg mice.** (**A**) ELISA was used to detect Ccl20 in cell culture supernatant samples of lung ECs and in plasma of ~30-week-old Prog-Tg and WT mice (n=3-4). (**B**) Representative immunofluorescence Z-stack projections of lung and liver sections from Prog-Tg and WT littermates (>25 weeks) stained with anti-PECAM and anti-CD3 antibodies and DAPI. (**C**) Quantification of CD3-positive cells in the vicinity of lung and liver vessels and in liver tissues counted in 10-15 independently selected areas in 4 pairs of Prog-Tg vs WT littermates. Scale bar=200 μm. For ELISA, an unpaired two-tailed Students *t* test was used. For statistic evaluation of histological stainings, a paired students two-tailed *t* test. *p<0.05, **p<0.01.

### Progerin-expressing ECs exert paracrine senescence

Senescent hepatocytes were shown to induce inflammation and senescence in surrounding tissues in a paracrine fashion [9]. To examine the specific paracrine effect of progerin-expressing endothelial cells, we tested senescence and key SASP markers in non-endothelial cell populations obtained from lung tissues of Prog-Tg mice mostly depleted of endothelial cells (Figure 4A and Supplementary Figure 5A, 5B). Gene expression analysis revealed significant upregulation of key markers of senescence (*Cdkn2a* and *Cdkn1a)*, inflammation (*Ccl20)* and fibrosis (*Ctgf* and a trend for *Acta2)* in non-endothelial cell populations from Prog-Tg lung tissue (Figure 4B). These data strongly support the notion that progerin-expressing ECs induce senescence and elevate pro-inflammatory and pro-fibrotic effects in non-endothelial cell populations in a paracrine fashion in surrounding tissues.

**Figure 4:**
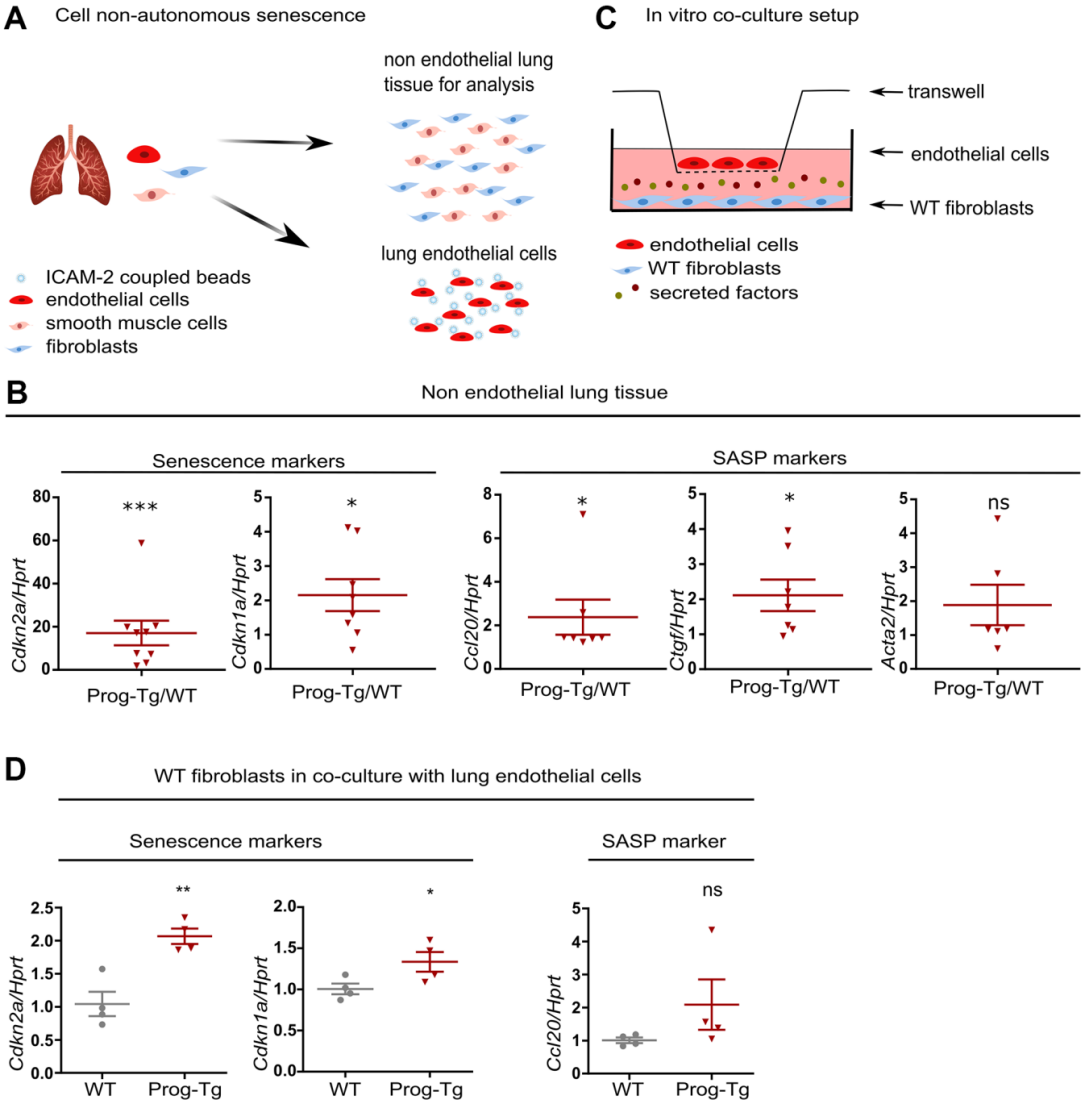
**Progerin expressing ECs exert paracrine senescence.** (**A**) Schematic representation depicting the separation of EC- from non-EC populations in lung tissue. (**B**) qPCR analysis of senescence and SASP marker genes in non-EC populations of WT vs Prog-Tg mice (>25 weeks). (**C**) Schematic representation of the *in vitro* co-culture setup. (**D**) qPCR analysis of senescence and SASP marker genes in WT fibroblasts co-cultured in the presence of WT or Prog-Tg ECs (n=4-9). Paired two-tailed Students *t* test was applied for *in vivo* experiments with littermate pairs and unpaired two-tailed Students *t* test for *in vitro* co-culture experiments. ns=non-significant, *p<0.05, **p<0.01, ***p<0.001.

Previously, we showed that Prog-Tg ECs exert pro-fibrotic paracrine effects on surrounding fibroblasts in an *in vitro* co-culture model system*.* The fibroblasts switched to *Acta2* expressing myofibroblasts in the co-culture with progerin-expressing ECs [24]. To directly assess if Prog-Tg ECs were also able to induce senescence and inflammation in a cell non-autonomous manner, we utilized the same set up with ECs seeded on transwell inserts placed on top of wells with cultured WT fibroblasts, allowing no physical contact between these cell types except through secretion of soluble factors (Figure 4C). In the presence of lung Prog-Tg ECs, fibroblasts express significantly higher levels of senescence markers *Cdkn1a* and *Cdkn2a* with a trend towards a pro-inflammatory phenotype as assessed by the expression of *Ccl20* (Figure 4D). Importantly, Prog-Tg ECs derived from heart tissues exert paracrine senescence and promote a myofibroblast switch in the co-culture system as assessed by an increase in *Cdkn2a* and *Acta2* levels compared to fibroblasts co-cultured with WT ECs (Supplementary Figure 5C). Altogether, these results demonstrate that progerin expression in endothelial tissue acts on different vascular beds such as lung and heart through paracrine senescence, fibrosis and inflammation, indicating systemic effects.

### Senescent progerin-expressing ECs display a specific senescence-associated miR signature

Growing evidence from recent reports highlights the importance of circulating microRNAs (miRs) in plasma of elderly individuals that pose a high risk for cardiovascular incidents, however, with only a few reports on their cell type-specific origin and functions studied in *in vivo* animal models [2, 3, 12]. Thus, we explored the endothelial-specific miR signature with potential senescence regulatory function and ability to exert systemic effects using miR expression profiling in isolated endothelial cell extracts and plasma obtained from aged Prog-Tg and corresponding control animals. 

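miR-125b-5p, an abundant miR of endothelial and mesenchymal cells, stood at 48191 ± 17037 CPM (SD, n = 3) in WT, 84844 ± 21035 in LA-Tg and 67525 ± 35841 in Prog-Tg ECs. miR-34a-5p, a direct product of p53 activity (mmu-miR-34a-5p), was 6887 ± 4264 CPM in WT, 7833 ± 3317 in LA-Tg and 10335 ± 1645 in Prog-Tg. In plasma, the 4 features of miR-486a and miR-486b, set among red cell miRs here, together took 92.3% to 98.1% of all counts. Their source was not tested, and miR-451a of the same list had 0 to 3294 counts in a plasma library. In a joint fit of plasma and conditioned medium, miR-486a-3p had the same values as miR-486b-5p, and miR-486b-3p the same as miR-486a-5p. The share can therefore hold reads counted more than once. The muscle miR-1a-3p was at 9625 ± 1012 CPM in WT, 7201 ± 3529 in LA-Tg and 10375 ± 907 in Prog-Tg plasma. The endothelial miR-10b-5p was at 98.5 ± 83.1 CPM in WT and 828 ± 1346 in Prog-Tg plasma. miR libraries came from 3 lung EC cultures per genotype at passage 3 and from plasma of 3 mice per genotype older than 25 weeks. The values are raw counts per miR, aligned with STAR and counted with HTSeq by the authors. EC totals were 2015256 to 18477136 in WT, 3314673 to 14395756 in LA-Tg and 3736821 to 19288343 in Prog-Tg. Plasma totals were 19460824 to 22674234 in WT, 16824401 to 25373495 in LA-Tg and 14922120 to 22177571 in Prog-Tg, yet only 104 to 172 miRs had a count in a plasma library, and the 10 most abundant held 97.4% to 99.3% of counts. Of 1296 miRs with a count in ECs 446 were tested, and of 283 in plasma 118, with the same edgeR test after TMM scaling as for mRNA. Intervals on counts cover counting error only.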

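miR-150-5p, a miR of mature lymphocytes that also acts in endothelium, was the farthest below WT in Prog-Tg ECs, at 591 ± 695 CPM (SD, n = 3) in WT and 67.2 ± 1.51 in Prog-Tg. Its log2 fold change was -3.14 (standard error 0.981, adjusted p = 0.96). miR-212-5p and miR-138-1-3p, both known from neurons and vessels, were lower at -1.75 (standard error 0.658) and -1.35 (standard error 0.535). Without WT replicate 3, miR-150-5p was -1.39 and miR-138-1-3p -0.73, short of the study thresholds. miR-206-3p, a muscle miR, was higher at 2.72 (standard error 1.22), and at 1.65 with the replicate block and 1.36 without Prog-Tg replicate 3, short of the study thresholds. miR-7224-3p was higher at 3.11 (standard error 1.01), with 0.193 ± 0.195 CPM in WT and 1.73 ± 1.29 in Prog-Tg. miR-124-3p, a neuronal miR, was 2.04 (standard error 1.07), and 2.07 with the replicate block, past those thresholds, and reached only 5.11 ± 2.03 CPM in Prog-Tg. In ECs edgeR and limma-voom called 0 miRs at an adjusted p under 0.05, DESeq2 called 0, and edgeR called 1 (miR-150-5p) without a filter on counts. By edgeR 6 had an unadjusted p under 0.05, and 30 (6.73%) had groups that did not overlap, fewer than the 10% of chance. At the study thresholds 3 were higher, with 10 without WT replicate 2 and 9 without Prog-Tg replicate 2. Another 3 were lower, with 10 without WT replicate 1, 8 without WT replicate 2, 1 without WT replicate 3, 5 without Prog-Tg replicate 1 and 6 without Prog-Tg replicate 2. With the replicate block 14 were higher and 18 lower, 5 of the 6 among them. With the depth group as a further term, chosen after seeing the data, 9 were higher and 7 lower, with 0 of the 6. In plasma, miR-148b-3p had 4191 counts in the Prog-Tg libraries and 0 in WT, at least 811-fold higher against a floor of 3 counts over the group. miR-151-5p had 6053 counts in 2 Prog-Tg libraries and 0 in WT, at least 1172-fold higher. miR-152-3p had 0 counts in Prog-Tg and 3226 in 2 WT libraries, at least 1852-fold lower. WT replicate 3 also had 0 counts of it. Floors and intervals here pool the libraries of a group and leave out the spread between them, so they do not bound a genotype difference. miR-451a, a red cell miR, had 1 count in Prog-Tg and 2744 in WT, a ratio of 0.000212 (95% exact interval 5.36e-06 to 0.00118). miR-10b-5p was 3.07 (standard error 1.06, adjusted p = 0.51), with 1962, 1836 and 26136 counts in the Prog-Tg libraries, and -1.26 without Prog-Tg replicate 3, the opposite direction. These 5 were the miRs at an unadjusted p under 0.05 by edgeR, and 0 passed an adjusted p under 0.05. With the replicate number as a block 1 miR was higher and 5 lower at the study thresholds, 2 of the 5 calls among them. The paper took plasma from littermate pairs, but no number is said to mark a litter. DESeq2 called 19 and limma-voom 0 of the 118, and 7 (5.93%) had groups that did not overlap. edgeR called 1 miR with library size alone (miR-1a-3p), 1 without Prog-Tg replicate 1 and 1 without Prog-Tg replicate 2 (miR-10b-5p in both). At the study thresholds 3 were higher, with 5 without Prog-Tg replicate 2, and 2 lower, with 5 without WT replicate 1, 6 without WT replicate 2, 6 without WT replicate 3, 1 without Prog-Tg replicate 1, 1 without Prog-Tg replicate 2 and 10 without Prog-Tg replicate 3.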

68 and 51 differentially expressed (DE) miRs were found in ECs and plasma samples from Prog-Tg mice, respectively. 

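miR-7224-3p and miR-6240 were higher in both transgenic lines. miR-7224-3p had a log2 fold change of 4.12 (standard error 1.02) in LA-Tg versus WT ECs. miR-6240 was 2.12 (standard error 0.904) in Prog-Tg and 2.67 (standard error 0.921) in LA-Tg, at 4.19 ± 2.14 CPM (SD, n = 3) in WT, 26.1 ± 23.9 in LA-Tg and 17.8 ± 18.3 in Prog-Tg. It was 0.79 in Prog-Tg without Prog-Tg replicate 3 and 1.48 in LA-Tg without LA-Tg replicate 3, short of the study thresholds. miR-181c-5p, which targets a mitochondrial gene in heart cells, was lower in LA-Tg at -1.00 (standard error 0.423). miR-206-3p was 2.51 (standard error 1.21) in LA-Tg. The adjusted p was 0.96 for each miR in Prog-Tg and 0.97 in LA-Tg. These 2 miRs, miR-7224-3p and miR-6240, were the calls shared at the study thresholds, and 4 were shared without WT replicate 2. Independent calls would share 0.0135 higher and 0.00673 lower miRs, and 100 simulations with the same WT libraries and no effect gave a mean of 4.5 (0 to 11). That mean exceeds the 3 miRs past the study thresholds in LA-Tg versus WT, so the simulations give no scale for the 2 shared. In LA-Tg versus WT ECs edgeR and limma-voom called 0 miRs at an adjusted p under 0.05, DESeq2 called 0, and 3 had an unadjusted p under 0.05 by edgeR. At the study thresholds 2 were higher, with 4 without WT replicate 1, 4 without WT replicate 2, 7 without WT replicate 3, 5 without LA-Tg replicate 1 and 5 without LA-Tg replicate 2. The other 1, miR-181c-5p, was lower, with 0 without WT replicate 1, 3 without WT replicate 2, 3 without WT replicate 3, 5 without LA-Tg replicate 2 and 2 without LA-Tg replicate 3.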

Only 3 commonly shared deregulated miRs were found between Prog-Tg/WT and LA-Tg/WT lung ECs, indicating a progerin-specific effect on miR expression (Figure 5A, 5B and Supplementary Table 2). A comparative targetome KEGG pathway enrichment analysis of 41 significantly upregulated miRs conducted by miRSystem revealed the enrichment for the terms “cancer pathway” and “p53 signaling pathway” with deregulated miRs 124-3p, 206-3p, 485-5p, 31-5p, 34c-5p and 34a-5p (Figure 5C). This is conceivable since p53 signaling plays a key reciprocal role in cancer and senescence regulation [20]. 

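The miR-34 family links p53 to cell cycle arrest, with miR-34a transcribed alone and miR-34b and miR-34c from a common precursor. In Prog-Tg ECs miR-34b-5p was 1.05 (standard error 0.708, adjusted p = 0.96) on the log2 scale versus WT and miR-34c-5p 0.75 (standard error 0.59). All 6 family members tested were higher, with a median of 0.73 (camera adjusted p = 0.00382; 0.29 with an estimated correlation). It was 0.55 without WT replicate 3 (adjusted p = 0.23) and 0.59 with the replicate block and the depth group (adjusted p = 0.056), with adjusted p from 0.00029 to 0.23, and the depth group was chosen after seeing the data. Of the 6 senescence-associated miRs of the study, 5 were tested and all 5 were higher, with a median of 0.96 (adjusted p = 3.71e-05; 0.29 with an estimated correlation). That median ran from 1.00 to 1.93 with each library left out and was 1.68 without a filter on counts. The study chose these miRs on the same libraries, so the test is not independent evidence, and 0 passed when adjusted over the list alone. miR-485-5p, of the imprinted Dlk1-Dio3 region, was removed by the filter, with 5, 0 and 1 counts in WT, 29, 3 and 1 in LA-Tg and 53, 2 and 10 in Prog-Tg. Of 31 other Dlk1-Dio3 miRs tested, 31 had a log2 fold change above 0 in Prog-Tg, miR-409-5p at 1.86 (standard error 1.05) and miR-381-3p at 1.53 (standard error 1.06) among them (2.19 and 1.36 with the replicate block, past the study thresholds). The median of the region was 1.26 (adjusted p = 3.4e-06; 0.72 with an estimated correlation). It was -0.17 without Prog-Tg replicate 1 (adjusted p = 0.94), with adjusted p from 3.56e-21 to 0.94, so that library sets the direction of the list.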

The linkage of these miRs to the p53 pathway, together with previous findings on their upregulation during senescence [19, 37, 38] suggested that they fulfil features of senescence-associated (SA) miRs [12] and may thus represent an endothelial specific SA-miR signature.

**Figure 5:**
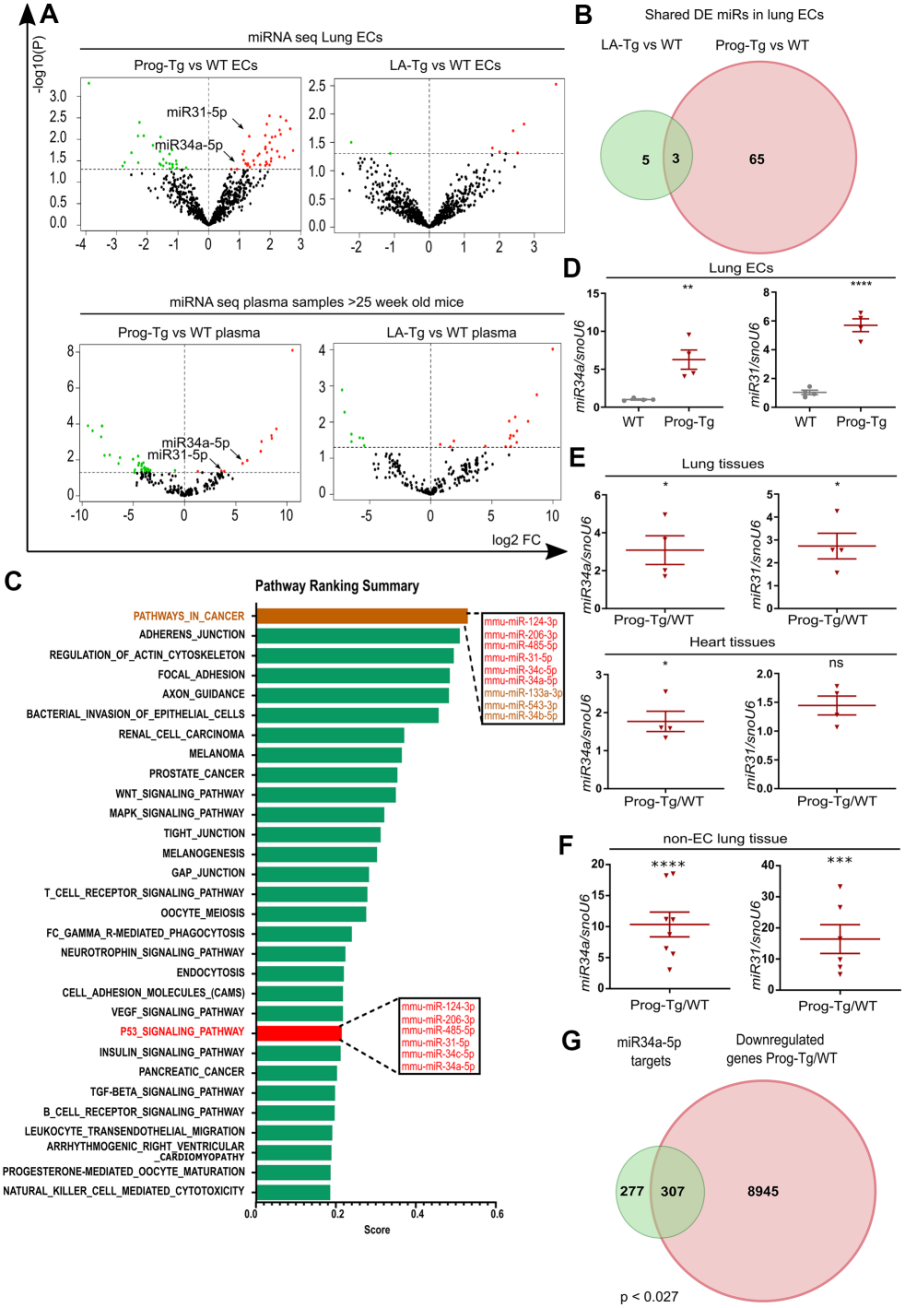
**Senescent progerin-expressing ECs display a specific senescence-associated miR signature.** (**A**) Volcano plots exhibiting differential expression (DE) analysis of miRs in Prog-Tg/WT and LA-Tg/WT lung ECs (upper panels) and in plasma samples of >25-week-old mice (lower panels) using threshold as depicted in Figure 1A (n=3). (**B**) Venn diagram showing overlap of DE miRs in Prog-Tg/WT and LA-Tg/WT lung ECs (topGO and GOstats packages in R/Bioconductor were used). (**C**) Bar graph representing the predicted top 30 pathways for the targetome of significantly DE miRs in Prog-Tg ECs with enriched term on the y-axis and ranking score on the x-axis. miRs linked to the “p53 signaling pathway” and “cancer pathway” are displayed in boxes (miRSystem version 20160513). (**D**) Expression levels analysed by qPCR of miR34a-5p (miR34) and miR31-5p (miR31) in cultured lung ECs normalized to small nuclear U6 RNA (snoU6). (**E**) Expression levels of miR34 and miR31 in the whole lung and heart tissues of Prog-Tg vs WT mice (>25 weeks) normalized to snoU6. (**F**) Expression levels of miR34a-5p and miR31-5p in non-EC populations from lung tissues of Prog-Tg vs WT mice normalized to snoU6. (**G**) Venn diagram displaying overlap between downregulated genes in Prog-Tg/WT lung ECs and miR34a-5p targets (Targetscan mouse) (Bioinformatics and Evolutionary Genomics). Hypergeometric test for the overlap showed a p-value of 0.027 and a representation factor of 1.1. For qPCRs n=4-8. The unpaired Students *t* test was used for *in vitro* experiments, paired Students *t* test for *in vivo* experiments using WT littermate controls. ns=non-significant, *p<0.05, **p<0.01, ***p<0.001, ****p<0.0001.

We next overlapped the deregulated miRs in ECs with those in plasma of Prog-Tg mice. Only two miRs, miR34a-5p and miR31-5p were upregulated in ECs as well as in plasma of Prog-Tg mice but not in LA-Tg mice, and both were enriched within the p53-signaling cluster (Figure 5A, 5C, 5D). 

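miR-34a-5p had a log2 fold change of 0.59 (standard error 0.556, adjusted p = 0.96) in Prog-Tg and 0.19 (standard error 0.554) in LA-Tg versus WT ECs, with overlapping groups. miR-31-5p, a miR of invasion and vascular cell growth, was 1754 ± 1331 CPM (SD, n = 3) in WT, 2294 ± 857 in LA-Tg and 3419 ± 1020.3 in Prog-Tg ECs. Its log2 fold change was 0.96 (standard error 0.595, adjusted p = 0.96) in Prog-Tg and 0.39 (standard error 0.591) in LA-Tg, and 1.10 in Prog-Tg with the replicate block, past the study thresholds. In plasma miR-34a-5p had 259, 0 and 0 counts in the WT libraries, 0, 0 and 1 in LA-Tg and 1632, 2915 and 0 in Prog-Tg. Its log2 fold change in plasma was 3.60 (standard error 4.41, adjusted p = 0.99) in Prog-Tg versus WT. In LA-Tg plasma the pooled counts gave a ratio of 0.00328 to WT (95% exact interval 8.27e-05 to 0.0184). miR-31-5p had 468 counts in Prog-Tg replicate 3 and 0 in every other plasma library. This is at least 90.6-fold higher in Prog-Tg than in WT against 3 counts over the group, and without Prog-Tg replicate 3 it was not detected in plasma. Over the 103 miRs tested in both materials, without miR-31-5p, which the filter removed from plasma, 1 was higher in ECs and 3 in plasma at the study thresholds, and 0 in both, where independent calls would share 0.0291. The signs were the same for 52 of the 103. From miR-34a-5p and miR-31-5p in ECs and plasma, and from their levels in whole lung and in lung cells depleted of ECs, the paper proposes a potential involvement of these miRs in systemic effects.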

In further support of their potential involvement in systemic effects, miR34a-5p and miR31-5p were found significantly upregulated in whole lung tissue (Figure 5E) as well as in the non-EC lung populations depleted of ECs and in lung derived ECs (Figure 5F and Supplementary Figure 5D). Importantly, miR34a-5p but not miR31-5p was also found significantly upregulated in heart tissue (Figure 5E), implying the key importance of this miR in cardiac tissue and CVD pathology of Prog-Tg ECs. Finally, a strong trend towards increased expression of miR34a-5p and miR31-5p was observed in fibroblasts co-cultured in the presence of lung Prog-Tg ECs presumably due to either paracrine effects or direct secretion and uptake of these miRs (Supplementary Figure 5E). Overlapping analysis of putative miR34a-5p target mRNAs (using miR target prediction tool Targetscan), with all downregulated genes in Prog-Tg ECs (ranked list) revealed 307 commonly downregulated mRNAs, representing 53% of all known miR34-5p targets (Figure 5G). This suggested, in addition to the systemic also a cumulative effect of this miR on several targets in the Prog-Tg transcriptome.

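Wnt7a, a secreted Wnt ligand, carries 2 miR-34a-5p sites of type 7mer-m8 in its 3′ UTR, on chromosome 6 of GRCm38 from 91364598 to 91364604 and from 91365794 to 91365800 of the minus strand. Sirt1 carries 2 sites of type 7mer-A1, on chromosome 10 from 63319353 to 63319359 and from 63319849 to 63319855 of the minus strand, a type not counted below. Jag1, a Notch ligand, was higher at 1.33 (standard error 0.652) in Prog-Tg versus WT, Ccnd1, cyclin D1, at 0.70 (standard error 0.317) and Ldha, lactate dehydrogenase A, at 0.53 (standard error 0.284). Of 25 published targets of miR-34a-5p, 16 were higher and 9 lower, with a median of 0.23 (camera adjusted p = 0.22, none when adjusted over the list alone). Target sites were sought in annotated 3′ UTRs as matches to the seed, since the prediction tool of the paper was not used here. Of 12636 tested genes with an annotated 3′ UTR, 2242 held a site. Of these, 1219 (54.4%) had a log2 fold change below 0, against 5238 of 10394 genes (50.4%) without a site (Fisher's exact test, two-sided p = 0.00067). Genes are not independent replicates. In 10000 random sets of genes without a site, matched for 3′ UTR length and expression, 50.5% were below 0 (95% range 48.4% to 52.6%). The median of the site genes was -0.036, against -0.0041 (-0.018 to 0.013) in the matched sets (two-sided permutation p = 2e-04, the smallest they can give). With 8mer sites only the medians were -0.035 against -0.0045 (-0.029 to 0.022; permutation p = 0.019). LA-Tg ECs had shares of 57.7% with a site and 49.1% without versus WT, and medians of -0.034 against -0.017 (-0.027 to -0.0044; permutation p = 0.0012), and both comparisons use the same WT libraries. Directly between Prog-Tg and LA-Tg the shares were 50.2% with a site and 50.8% without, with medians of -0.00097 against 0.019 (0.0078 to 0.030; permutation p = 0.0028). From the overlap of predicted targets with the lower genes, the paper proposes a cumulative effect of this miR on several targets.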

### miR34a-5p fine-tunes senescence in progerin-expressing ECs

Given the above observations implying a systemic relevance of miR34-5p and its potential involvement in CVD pathology in Prog-Tg mice, we next assessed whether the increased levels of miR34-5p affect the senescence phenotype of Prog-Tg ECs. For this, freshly isolated endothelial cell cultures were transfected either with antimiR neutralizing miR34a-5p or a control non-targeting antimiR. Specific antimiR treatment of Prog-Tg cells reduced the levels of miR34a-5p, as expected, and de-repressed the expression of its known direct targets, *Wnt7* and *Sirt1,* which were found significantly downregulated in Prog-Tg versus WT ECs, confirming the success of the antimiR treatment (Figure 6A and Supplementary Figure 6A, 6B). In WT cells, antimiR treatment did not affect the levels of miR34a-5p nor those of its target genes, probably due to the very low levels of miR34a-5p expressed in WT cells (Figure 6A and Supplementary Figure 6C). Importantly, miR34 inhibition downregulated p53 (*Trp5*3) but also significantly repressed the late-stage senescence regulator p16 (*Cdkn2*) (Figure 6B) in Prog-Tg, but not in WT cells, indicating its key role in maintaining the senescence phenotype in progerin-expressing ECs. In contrast, no effect was observed on early-stage senescence marker p21 *(Cdkn1)* and other SASP factors (Supplementary Figure 6D), suggesting the need for additional factors or more prolonged treatment for a fully resolved senescence phenotype. Since miR34a-5p was reported to act within the p53-signaling network [20], we next used p53 neutralizing siRNA to knockdown p53 to discern the p53 from the miR34a-5p-mediated effect on senescence and SASP. Compared to the scrambled siRNAs control, the p53-specific siRNA downregulated p53 (*Trp53*) levels by 70% in Prog-Tg ECs (Figure 6C). Similar to the results above, the p53-specific siRNA exerted only subtle effects in WT cells, presumably due to very low levels of *Trp53* in these cells (Figure 6C). In contrast to antimiR34a-5p treatment, p53 knockdown had no effect on p16 (*Cdkn2a*) but profoundly reduced the levels of its direct downstream targets, senescence marker p21 (*Cdkn1a*) and miR34a-5p, as expected and partially ameliorated the endothelial-specific SASP as evident by reduced levels of pro-fibrotic factors *Ctgf* and *Edn1* (Figure 6C, 6D), suggesting complementary effects of p53 and miR34a-5p in senescence regulation. Again, WT cells showed a similar but mostly reduced effect upon treatment (Figure 6C, 6D). The significant reduction in p53 and p21 levels in Prog-Tg cells correlated with a subtle but significant increase in proliferation as measured by BrdU incorporation assay (Figure 6E). Overall, these data suggest that miR34a-5p regulates senescence in endothelial cells by acting on two separate senescence signaling branches, a well-established p53- and, in addition a p16 pathway with presumably systemic effects on surrounding non-endothelial cell populations (Figure 6F).

**Figure 6:**
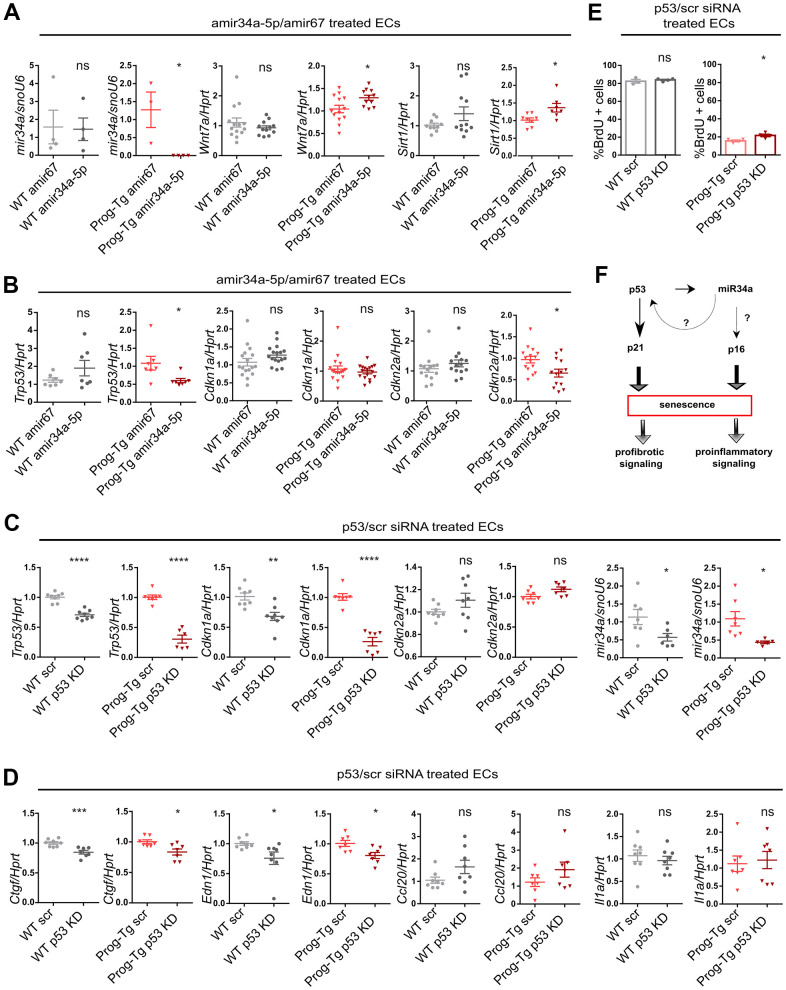
**miR-34a-5p fine-tunes senescence in progerin-expressing ECs.** WT and Prog-Tg lung ECs were transfected with antimiR34a-5p (amir34a-5p) or control antimir67 (amir67) and tested for (**A**) expression levels of miR34a-5p, and mir34 targets *Wnt7a* and *Sirt1* and (**B**) *Trp53*, *Cdkn1a* and *Cdkn2a*. WT and Prog-Tg lung ECs were transfected with p53 neutralizing siRNAs or scrambled siRNA (scr) and tested for (**C**) gene expression levels of senescence markers *Trp53*, *Cdkn1a, Cdkn2a* and miR34a-5p and (**D**) pro-fibrotic markers *Ctgf*, *Edn1* and pro-inflammatory markers (*Ccl20*, *Il1a*). (**E**) BrdU assay performed over 40 h. (**F**) Schematic representation of miR34a-5p acting on p53- and p16-branch regulating senescence pathways in Prog-Tg ECs. For qPCRs n≥3. Unpaired two-tailed Students *t* test, ns=non-significant *p<0.05, **p<0.01, ***p<0.001, ****p<0.0001.

### Senescence and accumulation of miR-34a-5p at atheroprone aortic arch regions of Prog-Tg mice

Senescent cells have been shown to accumulate at atheroprone regions of impaired shear stress in aortic arch, thereby promoting the development of cardiovascular pathologies [39]. Given our previous findings of impaired shear stress in ECs- and aorta of Prog-Tg mice [24], we next examined if changes in senescence-associated miRs can be observed in different flow regions of aorta, which would have relevance to aging-linked cardiovascular pathology in these mice. For this, we dissected aorta from aged Prog-Tg and littermate mice and separated the upper region containing the aortic arch with disturbed blood flow patterns from that of descending aorta with laminar flow as previously reported [40] (Figure 7A). The distribution of senescence-associated miR34a-5p and miR31-5p between these aortic regions was then assessed by gene expression analysis of the corresponding tissue extracts. We found significant upregulation of miR34a-5p and a trend towards higher levels of miR31-5p in the aortic arch regions in comparison to those of descending aortas in Prog-Tg mice, but not in littermate controls, that correlated well with upregulation of p21 senescence marker (*Cdkn1*) (Figure 7B, 7C). These data indicate that mechanical stress, which is particularly high at regions of vessel curvatures such as in the aortic arch, leads to increased mechanical damage, senescence and increased expression of endothelial senescence associated miRs. Thus, particularly the circulating SA-miR34a-5p, which may putatively mediate systemic effects in non-endothelial surrounding cell populations, could be a potential target for clinical studies in the treatment of endothelial-rooted cardiovascular defects (Figure 7D).

**Figure 7:**
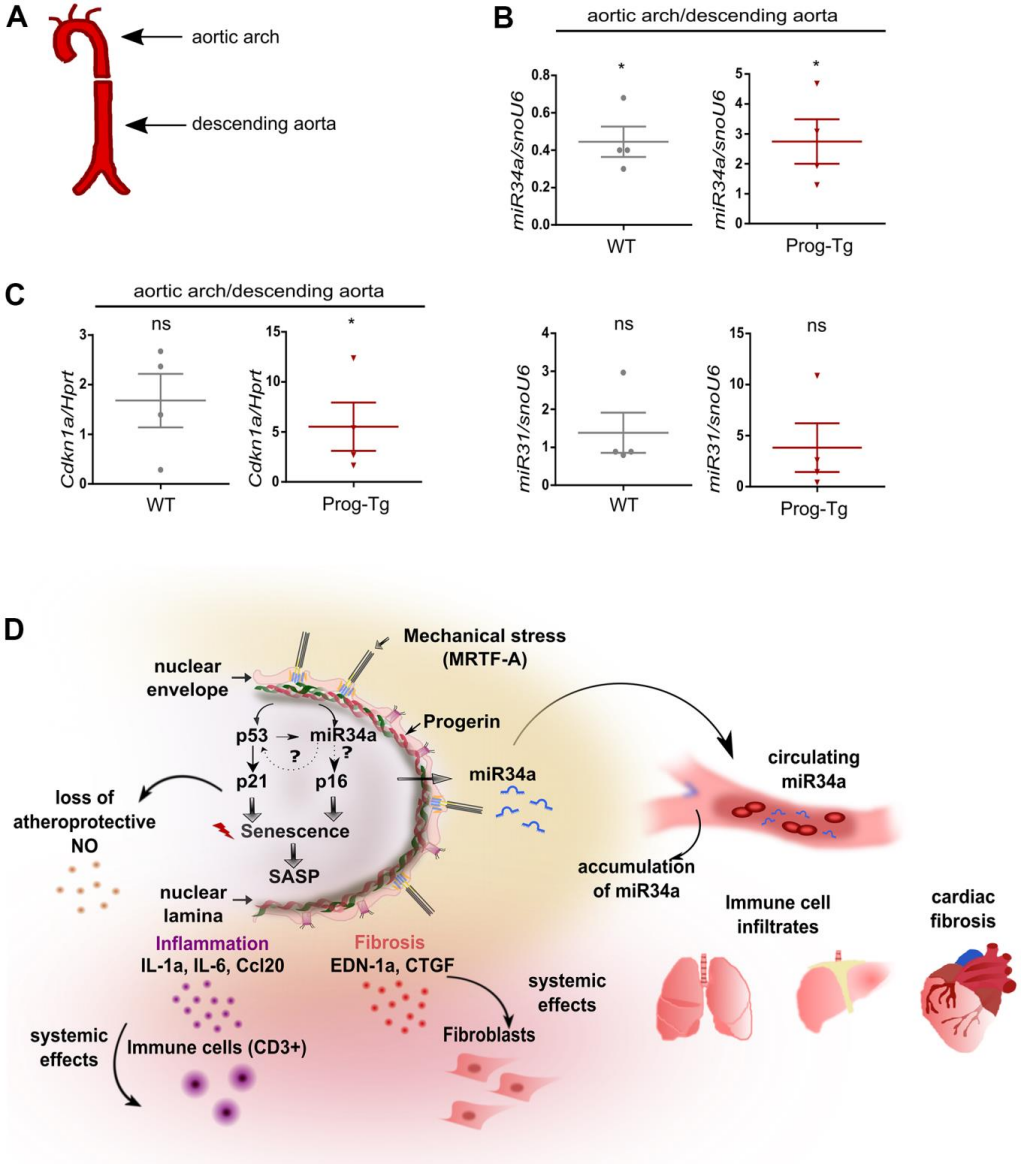
**Analysis of circulatory SA-miRs at atheroprone aortic arch regions.** (**A**) Schematic representation of aortic segment including aortic arch region and that of descending aorta. (**B**) Gene expression analysis of miR34a-5p (miR34a) and miR31-5p (miR31) and of (**C**) p21 (*Cdkn1a*) in WT and Prog-Tg aortic arch in comparison to descending aorta. n=4. Paired two-tailed Students *t* test, ns=non-significant *p<0.05. (**D**) Hypothetical model of intrinsic and extrinsic miR34-mediated senescence regulation in progerin-expressing endothelial cells. Mechanical stress particularly at vessel bifurcation leads to p53-linked senescence and miR34 upregulation. miR34 sustains senescence through positive feed-back mechanism acting on p53 but also separately by maintaining high levels of late senescence marker p16. Synergistic miR34-p53 action leads to elevation of SASP signaling and thus secretion of pro-inflammatory (Ccl20, IL-1a) and pro-fibrotic (CTGF, EDN-1a) factors with systemic effects on surrounding tissues leading to immune cell infiltrates and fibrosis in lung and liver and cardiac tissue. Systemic fibrosis and inflammation in tissues is further potentiated by increased release of miR34 in circulation.

## DISCUSSION

microRNAs have recently gained immense attention in the treatment of various age-related cardiovascular pathologies [3]. However, precise miR-mediated treatments require the identification of specific cell type-mediated defects and elucidation of the accompanying miR signature and its functions. In this study, we identify an endothelial-specific miR-signature involved in p53-linked senescence with accompanying pro-inflammatory and pro-fibrotic systemic effects contributing to cardiovascular aging pathology in HGPS.

Cellular senescence has emerged as a primary driver of age-related pathologies, as senescent cells were shown to accumulate at regions of cellular insults such as atherosclerotic plaques particularly at vessel bifurcations. In line with this, the elimination of senescent cells reduced atherogenesis and cardiac aging [39, 41]. Similarly, a growing number of studies delineate the importance of endothelial senescence in developing age-related cardiovascular pathologies [1]. However, there is limited evidence on the specific-miRs and their role in endothelial senescence studied *in vivo* and to what extent these provoke tissue deterioration. To address these questions, we used a HGPS mouse model with endothelium-specific expression of progerin. Our previous findings showed that these mice recapitulate many aspects of cardiovascular pathology of HGPS patients such as perivascular and interstitial fibrosis and diastolic dysfunction [24]. Similar cardiovascular pathologies were observed later also in another endothelium-specific progerin-expressing mouse model generated via a different strategy, which, in addition, exhibited significantly compromised acetylcholine-regulated vasodilation of thoracic aorta [30]. Both reports strengthen the pivotal role of endothelial dysfunction in the cardiovascular pathology of HGPS.

In order to identify the endothelial specific miR profile with potential novel mechanistic insights into endothelial dysfunction in progeria, we applied mRNA and miR transcriptome analysis of primary progerin-expressing ECs and plasma of aged Prog-Tg animals coupled with qPCR and histological analysis. We found deregulation of a plethora of endothelial specific miRs with peculiar upregulation of senescence-associated miRs, miR206-3p, miR124-3p, miR485-5p, miR31-5p and miR34a-5p and miR34c-5p together with upregulation of a p53-linked senescence pathway and initiation of a SASP phenotype. Among these p53-linked miRs, circulatory miR34a-5p has the ability to exert systemic effects. Using antimiR34a-5p and p53 knockdown approaches, we demonstrate that a complementing and synergistic action of p53 and miR34a-5p fine-tunes senescence in progerin-expressing ECs. The involvement of the p53/p21 in HGPS has also been proposed in a previous study [42], showing that the p21 (*CDKN1A*) gene is upregulated by epigenetic pathways upon progerin-induced oxidative stress in HGPS patient fibroblasts. Thus, the induction of senescence signaling in HGPS may be regulated through various pathways and at different levels synergistically.

Previous studies on senescent hepatocytes reported beneficial but also deleterious systemic effects on the surrounding tissue through a cell non-autonomous mechanism causing “bystander senescence” in normal non-senescent surrounding cells [9]. However, similar studies with senescent endothelial cell populations studied in a specific, isolated fashion *in vivo,* and the extent and the mode of action of these cell non-autonomous effects are still missing. Here we show marked upregulation of senescence not only in isolated EC cultures but also in whole heart and lung tissues and in endothelial cell-depleted lung populations of Prog-Tg animals indicating systemic effects. We can demonstrate the direct adverse effects of these senescent progerin-expressing ECs on their non-endothelial neighbors transmitting senescence and fibrosis in a paracrine fashion using co-culture cell model systems. Importantly, similar pro-senescent and pro-fibrotic effects detected in co-culture using heart-derived progerin-expressing ECs highlight the relevance to cardiovascular pathology but also indicate that this is a general phenomenon applicable to endothelial cells originating from different vascular beds.

Pro-senescent effects of senescent cells may have beneficial tumor suppressive effects, but during aging they have deleterious effects inducing chronic damage [43]. The mediators of either paracrine senescence or apoptosis were shown to be pro-inflammatory factors such as interleukin Il1a that triggers secretion of a plethora of immune factors such as different CC chemokine ligands or tumor necrosis factor 1α [9, 44]. The expression of pro-inflammatory mediators in HGPS was shown to be elicited by NF-κB and STAT1-mediated inflammatory responses rooted in DNA damage [45, 46]. Accordingly, anti-inflammatory treatments have been very successful in the treatment of HGPS [45–47]. In line with these findings, we found the “immune response term” as one of the uppermost enriched gene ontology (GO) terms among the significantly differentially expressed genes in progerin-expressing ECs. The immune response term comprises 20 significantly deregulated pro-inflammatory mediators and represents a specific endothelium-specific inflammatory signature. Here we could validate the systemic inflammatory effects of endothelial cells *in vivo* by showing upregulation of top-most immune response candidates, *CCl20* and *Il1a* in the lung and heart tissues and corresponding ECs and also circulating in plasma, in line with dramatic immune cell infiltrates in the vicinity of blood vessels in lung and liver tissues of Prog-Tg mice. The latter observation is in accordance with the primary function of pro-inflammatory mediators in recruiting immune cells with an aim to initiate immune-mediated clearance of damaged cells [43]. Senescent cells, however, have developed mechanisms to evade immune-mediated clearance resulting in the persistence of immune cell infiltrates in the proximity of senescent cells [48]. Altogether our findings indicate that persistent senescence of ECs and the induced inflammatory response was sufficient to cause immune-cell tissue infiltration and accumulation in the vicinity of blood vessels.

In recent years miRs have gained attention as potent regulators of gene expression in accelerated aging disease and during physiological aging [16]. The miR interactome is very complex since each miR has the ability to affect hundreds of mRNA targets and thus have multifunctional effects [16]. Vice versa, a specific mRNA can be regulated by several miRs in a context-dependent manner. Senescence associated (SA) miRs, also called geromiRs, were found upregulated upon onset of cellular senescence, affecting predominantly genes involved directly or indirectly in cell cycle regulation [12, 19, 37]. SA-miRs seem to act predominantly through their effect on the p53/p21 or p16/Rb signaling axis [37]. Within the p53/p21 axis, activated p53 has the ability to either directly act on miR promoters or through modulation of the miR processing Drosha complex, which both lead to increased expression of several miRs with tumor suppressive function [49, 50]. Hence, p53 activation is typically associated with upregulation of SA-miRs. 

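miR-29a-3p, which represses collagen genes and is induced by DNA damage, stood at 19763 ± 5184 CPM (SD, n = 3) in WT and 20206 ± 2130.2 in Prog-Tg ECs, a log2 fold change of 0.032 (standard error 0.332, adjusted p = 1.00). miR-29b-3p, of the same seed family, was -0.0051 (standard error 0.873), miR-29c-3p -0.23 (standard error 0.60) and miR-365-3p 0.36 (standard error 0.417). Of the 6 arms of miR-29 and miR-365 tested, 4 were higher and 2 lower, with a median of 0.12 (camera adjusted p = 0.60). It was -0.0049 without WT replicate 3 (adjusted p = 0.73) and -0.079 without Prog-Tg replicate 1 (adjusted p = 0.94). miR-124-3p, miR-34c-5p and miR-206-3p stood at 1.22 ± 1.18, 521 ± 333 and 12.3 ± 9.77 CPM in WT, and miR-34c-5p and miR-206-3p at 876 ± 200.7 and 81.6 ± 85.4 in Prog-Tg. All Prog-Tg libraries lay above all WT libraries for miR-124-3p and miR-206-3p, and the groups overlapped for miR-34c-5p.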

Here we found upregulation of SA-miRs, miR-206, miR-124, miR34a-5p, miR34c-5p and miR31-5p, linked to p53 signaling but did not observe changes in miR-29 and miR-365, which were previously found deregulated in fibroblasts of Zmpste24-/- progeroid mice [17, 18]. Therefore, we conclude that these deregulated miRs resemble a unique endothelium-specific senescence-associated miR signature that will be a valuable tool for future clinical studies.

Among the upregulated SA-miRs, we focused on miR34a-5p, which was uniquely elevated in circulation as well as in lung and heart tissues of Prog-Tg mice. miR34a-5p was previously shown to be induced in human heart failure and animal models implicated in cardiovascular disease progression, and targeting the miR34a-5p has harnessed the therapeutic benefits in cardiac repair [21–23]. However, endothelial cell type specific miR34 effects in this context have not been investigated so far. Thus, these previous findings together with our observation of strong miR34a-5p accumulation at atheroprone regions of the aortic arch in Prog-Tg mice suggests that miR34a-5p is particularly relevant for cardiovascular pathology in HGPS and supposedly geriatric patients, with strong potential to be a novel predictive and therapeutic biomarker for CVD rooted in endothelial dysfunction. In addition to elevation in plasma and tissues, miR34a-5p levels were also dramatically upregulated in EC-depleted non-endothelial cell populations indicating potential systemic effects. miR34a-5p is a direct target of p53 and exerts tumor suppressive function via its repressive role on a plethora of targets involved in cell-cycle regulation. One study showed that it affects one quarter of mRNA targets within the p53 network [20, 49, 50]. One of the common miR34a-5p targets is NAD-dependent deacetylase silent information regulator 1 (*Sirt1*) that inhibits p53 through deacetylation and negatively affects cellular senescence [20]. We observed a modest decrease of *Sirt1* in Prog-Tg ECs, and *Sirt1* was significantly de-repressed upon anti-miR34 treatment. 

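Wnt7a (ENSMUSG00000030093, chromosome 6 from 91363981 to 91411363) stood at 6.83 ± 4.77 CPM (SD, n = 3) in WT, 2.46 ± 2.29 in LA-Tg and 0.726 ± 0.569 in Prog-Tg ECs. Its log2 fold change was -3.17 (standard error 1.02, adjusted p = 0.83) in Prog-Tg and -1.45 (standard error 0.954) in LA-Tg versus WT, and -1.72 (standard error 0.978) between Prog-Tg and LA-Tg. All 3 Prog-Tg libraries lay below all 3 WT libraries, while LA-Tg overlapped with WT. Sirt1, in contrast, was not lower in Prog-Tg ECs by these counts. It stood above WT by less than its standard error, and its direction turned with some libraries left out.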

Another strongly downregulated miR34a-5p target in Prog-Tg/WT ECs, Wingless 7a (*Wnt7a*), was also de-repressed upon anti-miR34 treatment. The Wnt-pathway was previously found deregulated in HGPS and in physiological aging [51–53] and is one of the major pathways predicted to be affected by SA-miRs [16]. Here we show that de-repression of *Wnt7* and *Sirt1* correlates with a reduction of the late-senescence marker p16. Low to moderate grade damage usually leads to transient elevation of p21 to induce cell cycle arrest and, if the damage is repaired, is reverted to normal levels [10]. Consistent with this, we show that lowering p21 levels through siRNA mediated p53 knockdown could restore cell growth with no effect on p16 state. p16 is a late-stage senescence marker elevated upon increased persistent cellular stress, eventually causing permanent cell cycle arrest [10]. We hypothesize that increased miR34a-5p levels may contribute to persistent cellular stress through cumulative cell-cycle repression of *Sirt1* and *Wnt7* but also through the effects on many potential other targets, leading to permanent cell cycle arrest. The latter assumption is based on our Targetscan based prediction approach showing 50% of miR34a-5p targetome downregulated in Prog-Tg transcriptome. The novel finding that anti-miR34a-5p treatment is able to significantly lower p16-linked senescence in addition to p53-levels with minimal, non-significant reduction of p21 levels suggests that miR34a-5p mainly affects already cell-cycle arrested cells on their way to irreversible p16-mediated cell cycle arrest.

As for the underlying cause for the upregulation of miR34a-5p and the initiation of miR-linked p53 senescence we hypothesize that impaired shear stress and mechanical damage may be one of the triggering mechanisms (Figure 7B), because our previous findings revealed an impairment of the shear stress response and myocardin-related transcription factor A (MRTF-A) mechanosignaling pathway in progerin-expressing endothelial cells [24]. We addressed this potential model by testing miR34a-5p levels in curved regions of the aorta prone to disturbed blood flow and higher shear stress compared to the descending aorta exposed to laminar blood flow. In line with our hypothesis, we found accumulation of miR34a-5p and increased p21 levels particularly at the aortic arch region, in accordance with previous reports that disturbed flow, such as at aortic curvature, leads to activation of senescence signaling in endothelial cells [54, 55]. Thus, although our gene expression studies were performed in unstimulated cells without additional exposure to shear stress *in vitro*, the observed changes in gene expression in primary endothelial cells may still reflect the *in vivo* conditions of increased mechanical stress caused by progerin accumulation.

We found miR34a-5p levels also dramatically upregulated in plasma of Prog-Tg mice, indicating potential systemic effects. Therefore, progerin-expressing endothelial cells have the potential to affect a variety of tissues through secretion of miRs and other signaling molecules, such as adipose tissue [56]. Indeed, in Prog-Tg mice we observe loss of adipose tissue (our unpublished data) but mechanistic details remain to be explored in future studies.

Based on the novel findings in this study we propose the following hypothetical disease mechanism to explain EC-mediated cardiovascular pathology in HGPS (Figure 7D): Progerin induces persistent mechanical stress leading to the activation of the p53 pathway, and its target miRs, such as miR34-5p, rise particularly at mechanosensitive atheroprone vessel bifurcations. Presumably through EC-mediated secretion, miR34a-5p reaches the circulation causing systemic cell cycle repressive effects on the neighboring non-endothelial cell populations. This pro-senescent miR34a-5p-mediated effect in turn exacerbates SASP-mediated inflammation in target tissue such as lung and liver, and fibrosis of cardiac tissue. Mechanistically, on both the extrinsic- and the intrinsic endothelial level, miR34a-5p has the ability to repress several positive cell cycle regulators causing a gradual increase in p16 levels. If the damage and miR34a-5p/p16 levels persist, cells enter a p16-mediated irreversible permanent cell cycle arrest. As a consequence, senescent cells switch to a pro-inflammatory and pro-fibrotic secretome resulting in immune cell attraction and fibroblast to myofibroblasts switch, respectively. Specifically, in endothelial cells SASP counteracts the effects of healthy atheroprotective nitric-oxide containing secretome consistent with previous findings of low nitric oxide levels in progerin-expressing endothelial cells [24, 31, 32] (Figure 7D). Collectively, our data demonstrate that presumably through its key strategic position, endothelial senescence exerts systemic tissue deterioration, and part of this systemic cell-cycle repressive effect involves SA-miRs, particularly miR34a-5p. Fine-tuned senescence-associated antimiR therapies targeting specifically ECs could be a beneficial strategy for the treatment of endothelial senescence in premature and pathophysiological aging and as a complementary intervention strategy during cancer therapy-induced senescence.

## MATERIALS AND METHODS

### Animals

Bi-transgenic LA-Tg and Prog-Tg mice were generated *de novo* by crossing tet operon-driven transgenic lamin A minigene wildtype (*tetop-LA^Wt^*) or HGPS mutant (1824C>T; G608G; *tetop-LA^G608G^*) mice [33] (see Supplementary Figure 1, C57BL/6J background) with transgenic mice expressing a tetracycline-responsive transcriptional activator under the control of the EC-specific VE-cadherin promoter (*Cdh5-tTA* mice, Jackson Laboratories, MGI: 4437711, *FVB* background). The VE-cadherin (*Cdh5*) promoter includes the full promoter region (-2226, +24) as described [34], and is active exclusively in the endothelial tissue from embryonic day 13.5 (E 13.5) on [57]. Mice were maintained at C57BL/6J background (N4 generation; ~94%) as previously described [24]. Animal studies were approved by the Regional Ethics Committee for Laboratory Animal Experiments at the Medical University of Vienna and the Austrian Ministry of Science Research and Economy (BMWFW-66.009/0321-WF/V/3b/2016 and BMWFW-66.009/0156-WF/V/3b/2017) according to Austrian Law BGBI. I Nr.114/2012 (TVG2012) and in accordance with the Guide for the Care and Use of Laboratory Animals published by the US National Institutes of Health (NIH Publication No. 85-23, revised 1996).

### Primary endothelial cell isolation and culture

Primary endothelial cells were isolated from lungs and heart tissues of ~10-day old Prog-Tg and LA-Tg mice and corresponding WT littermate animals using ICAM-2 magnetic bead separation as described previously [24]. Briefly, lung tissue was isolated from mice, minced and digested in 200 U/ml collagenase type I (Gibco 17100-017) for 45 minutes at 37° C on an end over end rotor. For heart tissue, collagenase type II (Gibco 17101-015) was used. Thereafter, collagenase digested tissues were passed through an 18-gauge syringe needle 10-15 times and filtered through a 70μm Nylon cell strainer (Corning, REF: 431751). Cells were pelleted at 200 x g for 5 min and plated on 2% gelatin / 1 μg/ml fibronectin-coated plates. Cells were cultured in DMEM supplemented with 20% FCS, EC growth supplement (CellBiologics Catalog No 1166), 25 mM HEPES, 50 U/ml penicillin, 50 μg/ml streptomycin, 2 mM L-glutamine, 1 mM nonessential amino acids, 1 mM sodium pyruvate, and 139 μg/ml heparin (complete culture medium). Typically, after 48 hours, cells were incubated for 5 min at 37° C in a trypsin-EDTA solution (Sigma, T4049), resuspended in 1ml of cold medium and mixed with 10μl magnetic Dynabeads (Dynabeads Sheep Anti-Rat IgG Catalog No. 11035) coupled to ICAM-2 antibody (CD102 Rat anti-Mouse, Fisher Scientific REF: 553326). Cells were incubated for 45 min at 4° C and thereafter endothelial cells bound to the ICAM-2 coupled Dynabeads were separated from the rest of cells using a magnetic stand. Separated endothelial cells were cultured on a gelatin/fibronectin coated plate. Primary ECs were used for experiments at passage p2 or p3 after isolation.

### Co-cultures

Co-cultures experiments were performed as described previously [24]. ECs at passage 2 were seeded on cell culture transwell filter inserts (Costar Corning Incorporated, 3460; pore size 0.4 μm) at a density of 3.6 × 10^4^ cells/cm^2^. WT fibroblasts, isolated from lung tissue of neonatal C57BL/6J mice [24], were seeded on the bottom of 12-well cell culture plates at a density of 2.4 × 10^4^ cells/cm^2^. Cells were cultured separate for 24 hours and thereafter co-cultured for 4 days prior to RNA isolation. Extrinsic effects of ECs on co-cultured fibroblasts were assessed by expression analysis of the known pro-fibrotic factors *Acta2*, senescence markers *Cdkn1a* and *Cdkn2a* and pro-inflammatory marker *Ccl20*.

### AntimiR treatment

Primary lung ECs were transfected with an antimiR for miR34a-5p (miRIDIAN microRNA Hairpin Inhibitor assay from Dharmacon IH-310529-08-0005). Briefly, lung ECs of passage 2 were seeded on a 48-well cell culture plate at a density of 5×10^4^ cells/cm^2^ and cultured for 24 h in antibiotic free medium. Thereafter, cells were co-transfected with 100 nM antimiR34a-5p and 50 nM fluorescently labelled control antimiR (miRIDIAN microRNA Hairpin Inhibitor Transfection Control with Dy547 CP-004500-01-05) for 48 h using a lipofectamine-based transfection reagent (LipoFectMax transfection reagent ABP Biosciences FP310). As a negative control, the *C. elegans* Cel-miR-67 that has minimal sequence identity with mouse miRs was used (miRIDIAN microRNA Hairpin Negative Control #1 IN-001005-01-05). After transfection, cells were harvested, transfection efficiency was tested via flow cytometry, total RNA was extracted and used for subsequent expression analysis by qPCR. Efficient miR downregulation was assessed by measuring expression levels of miR34a-5p and direct miR targets in antimiR transfected cells.

### p53 knockdown

For p53 knockdown in primary lung ECs, a pool of 4 siRNAs targeting the p53 mRNA (ON-TARGETplus Trp53 (22059) siRNA-SMARTpool L-040642-00-0005) was introduced into cells using a lipofectamine based-transfection reagent (LipoFectMax transfection reagent ABP Biosciences FP310). As a negative control, a pool of 4 scrambled siRNA (siGENOME Non-Targeting siRNA Pool #2, 20nmol D-001206-14-20) was tested side by side with the p53 siRNA pool. Briefly, lung ECs of passage 2 were seeded on a 48-well cell culture plate at a density of 5×10^4^ cells/cm^2^ and cultured for 24 h in antibiotic free medium. Thereafter, cells were co-transfected with 100 nM of the pool of 4 siRNAs targeting the p53 mRNA and 50 nM fluorescently labelled control antimiR (miRIDIAN microRNA Hairpin Inhibitor Transfection Control with Dy547 CP-004500-01-05) for 48 h. RNA was isolated 48 h after transfection and analysed via qPCR.

### Total RNA isolation and gene expression analysis

Total RNA including miRs from tissues and cells was isolated using the miRNeasy Mini Kit (Qiagen 217084) and subsequently quantified using NanoDrop Technologies, ND-1000 spectrophotometer. Typically, RNA was isolated from 5×10^4^ -1×10^6^ cells. For gene expression analysis, cDNA was generated using RevertAid reverse transcriptase (Thermo Fisher Scientific). qPCR was performed using the primers listed in Table 1. All reactions were done in technical triplicates using Eppendorf RealPlex 2 Mastercycler with KAPA SYBR Green PCR master mix (Peqlab) and according to the manufacturer’s instructions. Results were normalized to the expression of hypoxanthine-guanine phosphoribosyl-transferase (*Hprt)* and presented as a fold increase relative to *WT* littermate animals based on the ΔΔCt method. To detect intracellular miRs, miScript II RT Kit (Qiagen) and miScript Primer Assays (Qiagen) were used. Intracellular miRs were normalized to small nuclear U6 RNA (snoU6).

**Table 1:** List of primers used for real time PCR analyses.

**Primer pair**	**Sequence**
Hprt Forward	GCAGTCCCAGCGTCGTGATTA
Hprt Reverse	TGATGGCCTCCCATCTCCTTCA
Cccl20 Forward	TCCTTGCTTTGGCATGGGTA
Cccl20 Reverse	TCTTAGGCTGAGGAGGTTCACA
Ctgf Forward	CCTAGCTGCCTACCGACT
Ctgf Reverse	CTTGACAGGCTTGGCGATTT
IL-1 Forward	AGCTCGTCAGGCAGAAGTTT
IL-1 Reverse	TTCTGGCAACTCCTTCAGCAA
Edn1 Forward	ATCTGGGTCAACACTCCCGA
Edn1 Reverse	ACTTTGGGCCCTGAGTTCTT
Trp53 Forward	TCGAGCTCCCTCTGAGCC
Trp53 Reverse	TGGCAGGATATCTTCTGGAGG
p16 Forward	TCGTACCCCGATTCAGGTGATG
p16 Reverse	GCCGGATTTAGCTCTGCTCT
p21 Forward	TGCCAGCAGAATAAAAGGTG
p21 Reverse	TTGCTCCTGTGCGGAAC
Acta2 Forward	GTACCACCATGTACCCAGGC
Acta2 Reverse	GAAGGTAGACAGCGAAGCCA
Wnt7a Forward	CGCTGGGAGAGCGTACTG
Wnt7a Reverse	ATCGCATAGGTGAAGGCAGC
Sirt1 Forward	GATGACAGAACGTCACACGC
Sirt1 Reverse	ACAATCTGCCACAGCGTCAT
Forward HGPS (human specific)	ACTGCAGCAGCTCGGGG
Reverse 1 HGPS (human specific)	AGTTCTGGGGGCTCTGGGT
Reverse 2 HGPS (human specific)	TCTGGGGGCTCTGGGC

### Analysis of EC- and non-EC populations from lung tissues

Lung tissues were dissected from mice >25 weeks, minced and treated with 200 U/ml collagenase type I (Gibco 17100-017) for 45 minutes at 37° C. Thereafter, tissues were triturated using a 19-gauge syringe and tissue homogenate was passed through a 70-μm cell strainer. After centrifugation, the cell pellet was resuspended in cold medium, 10 μl of rat anti-ICAM2 coupled magnetic beads were added and incubated for 30 min. Magnetic separation was used to isolate beads-coupled EC and free non-EC populations with subsequent RNA extraction, gene and miR expression analysis as described above.

### Analysis of heart and lung preparations

For gene expression analysis in tissues, heart and lung extracts were prepared according to [24] and analysed by qPCR. For aortic preparations, aorta was dissected according to previous methods and the whole upper region containing aortic arch was separated from the lower parts of descending aorta [40]. Briefly, all tissues were dissected from >25 weeks old WT and Prog-Tg mice and immediately treated with an RNA stabilization reagent (RNAprotect Tissue Reagent 76106 Qiagen). Thereafter, tissues were transferred to Trizol and lysed using 2.8mm Precellys Zirconium oxide Ceramic beads (Kit CK28) and a Precellys 24 tissue homogenizer according to the manufacturer’s protocols (Bertin Instruments). Lysed tissues were used for total RNA extraction as described above.

### Generation of mRNA and miR libraries and NGS sequencing

RNA samples for intracellular mRNA-and miR sequencing were obtained from lung ECs isolated from ~10-day old mice. Briefly, lung cells were isolated and sorted twice using ICAM-2 magnetic beads to obtain pure ECs. At passage 3, when cells reached 90% confluence, total RNA and miR extracts were prepared and subsequently used for library generation and NGS sequencing. 50 μl EDTA plasma was isolated from three Prog-Tg and WT littermate pairs of >25 weeks old mice. RNA isolation of plasma miRs was performed by TAmiRNA GmbH, Vienna with subsequent miR library preparation using CleanTag™ Small RNA Library Preparation Kit Catalog # L-3206. mRNA and intracellular miR library preparation and sequencing were performed at Vienna Biocenter NGS Facilities. For mRNA analysis, a polyA enrichment was performed from 100 ng total RNA using the NEBNext Poly(A) mRNA Magnetic Isolation Module according to the manufacturer's instructions. Library preparation of polyA+ enriched RNA was performed with the NEBNext UltraII Directional RNA library Kit from Illumina. Quality control of the libraries included a fragment analyser run and a qPCR to determine average size and concentration. The final equimolar pool was sequenced on the Illumina HiSeq2000 with a density of 18 pM and 1% PhiX. miR libraries were prepared from 100 ng total RNA with the QIAseq miRNA library Kit according to the manufacturer's instructions. Libraries were run on a fragment analyser and pooled equimolar by taking the smear concentration from 160-185 bp. The remaining adapter dimers were cleared from the pool by gel extraction on the Pippin Prep (3% agarose) with a tight cut from 155 bp to 190 bp. The concentration of the final pool was determined by qPCR using the KAPA library quant Kit and sequencing was performed on the Illumina HiSeq2000 with a density of 18 pM and 1 % PhiX. Bioinformatic analysis for all libraries was performed by the VBCF bioinformatics and scientific computing facility.

### Bioinformatics analyses

The short sequencing reads were aligned against the *mus musculus* reference genome (GRCm38 release) [58] with STAR [59], version 2.5.1b using 2-pass alignment mode. For mRNA and intracellular miR libraries, roughly 30 million short reads per replicate were generated, of which ~80% and ~55-75%, respectively, could be mapped to the reference genome. For plasma miR libraries ~15-30 million short reads were generated with a mapping score of 15% and 5%, respectively. Gencode v4 annotation was used in the alignment. After alignment, the short reads were associated with known genes, and the number of reads aligned within each gene was counted using HTSeq tool [60] version 0.5.4p3. The data was normalised to remove variation between samples caused by non-biological reasons and to make the values comparable across the sample set using the TMM normalisation method of the edgeR [61], R/Bioconductor package (R version 3.3.2, Bioconductor version 2.12). The method takes the variable number of total reads across samples into account by calculating specific scaling factors between the samples. For differential expression analyses, the data were further log transformed using the voom [62] approach, and the R package limma [63] was used to perform the statistical testing. Significance thresholds applied were a p-value<0.05 and a minimum expression fold change of 1.5 between the compared sample sets for mRNA data and a minimum fold change of 1 for miR data. For detection of functional enrichment in the differentially expressed gene lists (DE list enrichment) and for detection of functional enrichment towards the top of the list when all genes have been ranked according to the evidence for being differentially expressed (Ranked list enrichment), the GO [64, 65], KEGG [66] and Reactome [67] databases were used, together with topGO (Alexa A, Rahnenfuhrer J (2021). topGO: Enrichment Analysis for Gene Ontology. R package version 2.46.0.), Gostats [68], and GAGE [69] packages in R/Bioconductor. Heatmaps in Supplementary Figure 2C were generated with R. To generate the bar graph in Supplementary Figure 3A the top 200 GO terms from GAGE analysis were used for both datasets. The KEGG (Kyoto Encyclopedia of Genes and Genomes) pathway enrichment analysis of the differentially expressed miRs was conducted by the miRSystem (http://mirsystem.cgm.ntu.edu.tw/index.php) online database tool. To identify potentially enriched pathways, 41 significantly upregulated miRs and their fold changes were submitted to the miRSystem database and the pathway list was analysed by adjusting parameter settings of 50–500 genes in biological functions/pathways, Hit ≥ 5.0, O:E ratios ≥ 2.0.

### Immunofluorescence in tissues

For immunofluorescence analysis, lungs and hearts of >25 weeks aged mice were fixed overnight in 4% formaldehyde in PBS, dehydrated in xylene and embedded in paraffin. Serial 3-μm sections were deparaffinised, rehydrated followed by antigen retrieval using pressure cooker method performed for 30 min in Tris 0.01M, EDTA 0.001M. Then samples were quenched in 0.1% glycine in PBS, permeabilized and blocked in PBS with 2% BSA, 0.1% Tween for 1 h at RT and stained with the following primary antibodies: rabbit anti-CDKN2A/p19ARF 1:100 (ab80, Abcam), rabbit anti-PECAM-1/CD31 1:30 (LB-B4737, LifeSpan BioScience) and rat anti-CD3 1:400 (MCA1477, Bio-Rad). Next samples were incubated with secondary antibodies: goat anti-rabbit 488 (ThermoFisher), goat anti-rabbit 594 (ThermoFisher) and donkey anti-rat (SA5-10028, ThermoFisher) all diluted 1:200 and DAPI nucleic acid stain (1:500 in PBS) and mounted in Mowiol 4-88 (Sigma-Aldrich).

### BrdU incorporation

Bromodeoxyuridine (BrdU) incorporation assay was performed using the APC BrdU Flow Kit (557892BD, Pharmingen). ECs at passage 2 were seeded in triplicates on 48-well plates at a density of 4 × 10^4^ cells/cm^2^ and cultured for 24 h prior to BrdU addition. Incorporation of BrdU was performed over 40 h and thereafter BrdU positive cells were measured by flow cytometry. The percentage of BrdU positive cells is calculated according to the total cell number measured by flow cytometry.

### Plasma collection, conditioned media and enzyme-linked immunosorbent assay (ELISA)

Lung ECs at passage 2 were seeded at a density of 5 x 10^4^ cells/cm^2^ on a 24-well cell culture plate in phenol red-free complete culture medium (21063029, Gibco). After 48 h of incubation, the conditioned medium was collected, centrifuged at 5000 x g and filtered through a 0.2 μm filter. For negative control, the corresponding medium was incubated for the same period in the absence of cells. For plasma collection, blood from mice at the age >25 weeks were collected and spun down at 1900 x g followed by centrifugation at 16000 x g at 4° C for 10 min. Thereafter plasma was shock frozen in EDTA-overlaid tubes and stored at -80° C until used. ELISA assay was performed using Quantine ELISA Mouse CCL20/MIP-3α Immunoassay kit (MCC200, R&D Systems) and according to manufacturer’s instructions. At least three biological replicates were used and each tested in technical duplicates. Two positive controls for ELISA were included: i) ECs treated with 20 μg/ml TNFα (PMC3014, ThermoFisher) and ii) ELISA kit provided control (892547, mouse Mip-3 α). Optical density was measured on a microplate reader at 450 nm and at 540 nm for wavelength correction.

### SDS-PAGE, immunoblotting and antibodies

For direct lysis, cells were washed twice with PBS, and thereafter covered with 50 mM Tris-HCl, 100 mM DTT, 2% SDS, 0.1% bromophenol blue and 10% glycerol pH 6.8. Cell lysates were separated by SDS-PAGE, transferred onto nitrocellulose membranes, followed by a blocking step and incubation with primary antibodies as described previously [24]. To visualize protein bands, membranes were incubated with peroxidase-coupled secondary antibodies (Jackson Laboratories) for 1 h with subsequent detection using the SuperSignal West Pico Plus Chemiluminescent Substrate (34580, Thermo Scientific). Protein bands were quantified using ChemiDoc MP Imaging System using Image Lab Software. Following primary antibodies were used: rabbit anti-PECAM1 (LS-B4737, LSBio), mouse monoclonal antibody (mAb) against human lamin A+C (Chemicon, clone JoL2, mab3211, Abcam) for detection of human lamins (including human progerin), mouse monoclonal Lamin A/C antibody E-1 (Santa Cruz sc-376248) for detection of mouse and human lamins, and mouse mAb against α-tubulin (clone B-5-1-2, T5168, MilliporeSigma).

### Statistics

Data are presented as the mean ± SEM or median with minimum and maximum values. All experiments using WT and Prog-Tg ECs were performed at least 3 times using different primary cells isolated from corresponding littermate pairs. Statistical analyses were performed on dCT values using GraphPad Prism statistical software. The two groups were analysed using the unpaired two-sided Student’s t-test and paired *t* test was used in experiments with littermate pairs. For evaluations of non-normally distributed data, a nonparametric Mann-Whitney rank-sum test was used. One-way ANOVA was used for multiple comparisons (Kruskal-Wallis test). Data were considered statistically significantly different if *p*< 0.05.

### Study approval

Animal studies were approved by the Regional Ethics Committee for Laboratory Animal Experiments at the Medical University of Vienna and the Austrian Ministry of Science Research and Economy (BMWFW-66.009/0321-WF/V/3b/2016 and BMWFW-66.009/0156-WF/V/3b/2017).

## Supplementary Material

Supplementary Figures

Supplementary Table 1

Supplementary Table 2

How the deposited data were processed for this re-analysis (not part of the article)

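The data were raw counts from 36 libraries: poly(A) mRNA and miR of cultured lung ECs, miR of plasma and miR of conditioned EC medium, each with 3 libraries of WT, LA-Tg and Prog-Tg. Lung ECs came from mice about 10 days old (10 to 15 days by the sample labels), were sorted with ICAM-2 beads and harvested at passage 3, and plasma came from mice older than 25 weeks. Libraries were grouped by the genotype in their sample labels. For ECs the column headings of the paper's sheets of all miRs name the genotypes in another order, and the sample labels were used.

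The authors aligned the reads to GRCm38 with STAR 2.5.1b in 2-pass mode, counted them per gene or miR with HTSeq 0.5.4p3 and tested the counts with TMM, voom and limma in R 3.3.2. The paper's tables of log2 fold changes and p values were used only for comparison. Of the gene identifiers in the counts, 99.63% were found in the annotation used here (GENCODE M21 on GRCm38), which gave the positions and 3′ UTRs.

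Library totals were 17961152 to 67602012 counts for EC mRNA, 2015256 to 19288343 for EC miR, 14922120 to 25373495 for plasma miR and 266683 to 1137332 for medium miR. Between 20872 and 25325 genes had a count in an mRNA library, 690 to 1093 miRs in an EC library, 104 to 172 in plasma and 195 to 461 in medium. A group with 0 counts was compared through a floor of 3 counts over the group, and ratios of groups with 1 to 3 counts have exact 95% intervals. The paper describes no collapsing of reads by molecular identifiers, so floors and intervals cover counting error only. They pool the libraries of a group and leave out the spread between libraries.

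Counts were analysed in R 4.3.3 with edgeR 4.0.16 and limma 3.58.1. In each experiment all 9 libraries were fitted together by genotype, genes or miRs were kept by filterByExpr (minimum count 10, minimum total 15), scaled by TMM and tested with the quasi-likelihood F test. The p values were adjusted by Benjamini and Hochberg over all features kept. Calls are given at an adjusted p under 0.05 and at the study thresholds, an unadjusted p under 0.05 with a fold change over 1.5 for mRNA and over 1 for miR. Standard errors are the log2 fold change divided by the signed root of the F statistic. CPM are TMM-scaled.

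Lists of genes and miRs were tested with camera at a preset correlation of 0.01, again with an estimated correlation, and with fry, where at least 5 members were kept. Adjusted p values of lists are over the lists tested in a comparison. Their ranges over settings are those of camera at the preset correlation. The settings tried for lists were the main fit, no filter, RLE scaling, the replicate block, added terms and each library left out. All lists were set before the data were examined, except the study's immune response genes and senescence-associated miRs, which the study chose on these libraries. Genes named in the text are those the paper names, in each comparison the 10 genes with the smallest p whose groups did not overlap, up to 4 members per list, the sex-linked transcripts, and in plasma the miRs the paper calls at an adjusted p under 0.05. Values in the paper's supplementary tables had been seen when this rule was written. With an estimated correlation or with fry, 0 lists passed in any comparison.

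The tests were tried on simulated data with the real spread. With 3 libraries per group edgeR recovered 1 of 99 genes changed by 1 on the log2 scale and 48 of 99 changed by 2 in EC mRNA, with 5 false calls among 14111. For miR the recovery at a change of 2 was 15 of 95 in ECs, 2 of 22 in plasma and 0 of 17 in medium. miR-34a-5p sites were 8mer and 7mer-m8 matches to the seed in annotated 3′ UTRs, and 7mer-A1 matches were not counted.

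The alternatives were DESeq2 1.42.0, limma-voom, no filter, a stricter filter (over 1 CPM for mRNA or 10 CPM for miR in 3 libraries), limma-voom without a filter, RLE scaling, library size alone, a fit of only the 2 groups compared, the replicate number as a block, and leaving out each library. Identical miRs were also collapsed. Chosen after seeing the data were a lymphatic score and a Y-linked level as terms for EC mRNA, a depth group as a term for EC miR, alone and with the block, and plasma and medium without the miR-486 features. The libraries carry replicate numbers 1 to 3 in each genotype. The correlations of the deviations of same-numbered libraries from their group means were 0.65, 0.56 and 0.43 between WT and Prog-Tg in EC miR and 0.67, 0.63 and 0.35 between LA-Tg and Prog-Tg in EC mRNA, all over 0.1, so the numbers were taken as pairs in these 2 comparisons. The pairing comes from the values. The paper took plasma from 3 littermate pairs of Prog-Tg and WT mice and ECs from corresponding littermates, but neither it nor the labels say that a replicate number marks a litter, so these litters could not be used as a block. In the other comparisons tested at least 1 pair was at 0.1 or below. The fit with the block holds all 3 genotypes. Exact tests and tables used Python 3.11.15, numpy 2.4.6 and scipy 1.17.1. Measurements by qPCR, ELISA and imaging, and enrichment with GO, KEGG and TargetScan, were not analysed here.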

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

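The tests of the chromosome 3 region and of the lymphatic and fibroblast explanations were chosen only after the result was seen, as were the terms for lymphatic score and Y-linked level and the libraries left out between plasma and medium. What sex and the miR headings would show was set out after the data were opened but before the values of those tests were seen. The lists and the region below lie outside what the paper discusses. As a term, the lymphatic score cannot be separated from genotype in Prog-Tg versus WT.

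Of the lymphatic endothelial markers in Prog-Tg ECs, 0 passed when adjusted over the list alone. Reln, a secreted guidance protein of lymphatic endothelium, stood at 270.5 ± 338 CPM (SD, n = 3) in WT and 24.6 ± 14.9 in Prog-Tg (-3.45 (standard error 1.34, adjusted p = 0.83) on the log2 scale), and Prox1, the master transcription factor of this lineage, at 1429 ± 853 and 421 ± 392 (-1.76 (standard error 1.07)). With each library left out, Reln ran from -4.02 to -1.62. The 9 lymphatic endothelial markers had a median of -1.76 (camera adjusted p = 0.00012; 0.42 with an estimated correlation), with 8 of 9 lower. The list did not pass with fry either, and no other setting tried for lists ended this call. The median ran from -1.92 to -1.18 with each library left out. In LA-Tg versus WT their median was -0.52 (camera adjusted p = 0.013; 0.86 with an estimated correlation). It was -0.041 without WT replicate 2 (adjusted p = 0.13), 0.017 without LA-Tg replicate 2 (adjusted p = 0.94) and 0.062 with the Y-linked level as a term (adjusted p = 0.98), with adjusted p from 0.000335 to 0.98. From LA-Tg to Prog-Tg it was -0.87 (camera adjusted p = 0.029; 0.48 with an estimated correlation). It was -0.57 with the replicate block (adjusted p = 0.097), -0.39 without LA-Tg replicate 1 (adjusted p = 0.32), -0.71 without LA-Tg replicate 3 (adjusted p = 0.21) and -0.56 without Prog-Tg replicate 2 (adjusted p = 0.28), with adjusted p from 5.55e-05 to 0.32.

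Endothelial markers had a median of -0.40 (camera adjusted p = 0.015; 0.42 with an estimated correlation) in Prog-Tg versus WT, with 20 of 28 lower, Tie1, an endothelial receptor kinase, at -0.68 (standard error 0.39). It was -0.43 without WT replicate 1 (adjusted p = 0.20) and -0.24 without Prog-Tg replicate 3 (adjusted p = 0.60), with adjusted p from 0.000608 to 0.60. For Prog-Tg versus LA-Tg the median was -0.29 (camera adjusted p = 0.000326; 0.43 with an estimated correlation). It was -0.22 without Prog-Tg replicate 3 (adjusted p = 0.16), with adjusted p from 4.72e-05 to 0.16. Arterial markers had a median of 0.79 (camera adjusted p = 0.010; 0.35 with an estimated correlation) in LA-Tg versus WT. It was 0.67 without WT replicate 1 (adjusted p = 0.059), 0.50 without WT replicate 3 (adjusted p = 0.13), 0.051 without LA-Tg replicate 2 (adjusted p = 0.28), 0.47 without LA-Tg replicate 3 (adjusted p = 0.091), 0.15 with the lymphatic score as a term (adjusted p = 0.17) and 0.10 with the Y-linked level as a term (adjusted p = 0.24), with adjusted p from 0.00341 to 0.28. Between Prog-Tg and LA-Tg they were at -0.58 (camera adjusted p = 0.043; 0.43 with an estimated correlation). It was -0.77 with the replicate block (adjusted p = 0.075), -0.48 without LA-Tg replicate 2 (adjusted p = 0.66), -0.57 without LA-Tg replicate 3 (adjusted p = 0.061), -0.54 without Prog-Tg replicate 1 (adjusted p = 0.26), -0.13 without Prog-Tg replicate 3 (adjusted p = 0.12) and -0.64 with the Y-linked level as a term (adjusted p = 0.21), with adjusted p from 0.00314 to 0.66.

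Cholesterol synthesis genes had a median of -0.44 (camera adjusted p = 0.000425; 0.52 with an estimated correlation) in Prog-Tg versus WT, with 16 of 18 lower, Hmgcs1, the synthase of the mevalonate pathway, at -0.70 (standard error 0.314). It was -0.12 without WT replicate 2 (adjusted p = 0.074) and 0.0013 with the lymphatic score as a term (adjusted p = 0.60), with adjusted p from 1.91e-07 to 0.60. Between Prog-Tg and LA-Tg the median was -0.29 (camera adjusted p = 0.00546; 0.63 with an estimated correlation). It was -0.040 without LA-Tg replicate 3 (adjusted p = 0.80), -0.15 without Prog-Tg replicate 2 (adjusted p = 0.28) and -0.034 with the lymphatic score as a term (adjusted p = 0.36), with adjusted p from 1.55e-05 to 0.80. Hypoxia and glycolysis genes had a median of 0.42 (camera adjusted p = 0.00212; 0.42 with an estimated correlation), with 15 of 18 higher, Egln3, a hydroxylase of hypoxia-inducible factor, at 0.92 (standard error 0.326) and Pdk1, which diverts pyruvate from mitochondria, at 0.88 (standard error 0.377). It was 0.10 without Prog-Tg replicate 3 (adjusted p = 0.62), with adjusted p from 1.65e-06 to 0.62. Between Prog-Tg and LA-Tg it was 0.53 (camera adjusted p = 2.36e-05; 0.43 with an estimated correlation). It was 0.091 without Prog-Tg replicate 3 (adjusted p = 0.16), with adjusted p from 2.22e-08 to 0.16.

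In LA-Tg versus WT, smooth muscle and pericyte markers had a median of 1.82 (camera adjusted p = 0.010; 0.93 with an estimated correlation). It was 1.51 without a filter on counts (adjusted p = 0.088), 1.26 without WT replicate 1 (adjusted p = 0.51), 1.84 without WT replicate 2 (adjusted p = 0.062), 1.73 without LA-Tg replicate 2 (adjusted p = 0.18), 0.11 without LA-Tg replicate 3 (adjusted p = 0.48) and 1.95 with the lymphatic score as a term (adjusted p = 0.17), with adjusted p from 1.18e-10 to 0.51. Oxidative phosphorylation genes were at 0.13 (camera adjusted p = 0.00273; 0.86 with an estimated correlation). It was 0.11 without WT replicate 3 (adjusted p = 0.092), 0.073 without LA-Tg replicate 3 (adjusted p = 0.27) and 0.12 with the Y-linked level as a term (adjusted p = 0.080), with adjusted p from 0.00236 to 0.27. Sex-linked transcripts were at -1.90 (camera adjusted p = 0.000311; 0.35 with an estimated correlation), since 2 LA-Tg libraries lacked Y-linked transcripts. These transcripts did not pass with fry either, and no other setting tried for lists ended this call. Their median ran from -12.02 to -1.31 with each library left out. Fibroblast markers were at 0.68 (camera adjusted p = 0.00144; 0.43 with an estimated correlation) between Prog-Tg and LA-Tg. It was 1.11 without LA-Tg replicate 1 (adjusted p = 0.32), 1.54 without LA-Tg replicate 2 (adjusted p = 0.096) and 0.36 with the Y-linked level as a term (adjusted p = 0.11), with adjusted p from 1.86e-08 to 0.32. The same median was 0.021 without Prog-Tg replicate 3.

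Among 11484 windows of 15 genes the one farthest from 0 lay in a stretch of chromosome 3 from 19143188 to 28805436, where 15 of 18 tested genes were lower in Prog-Tg than in WT ECs, and a window as far from 0 came up in 6 of 100 shuffles of the genes, so chance stays open for this comparison (0 of 100 for Prog-Tg versus LA-Tg, where 17 of 18 were lower, with a median of -0.93, and 2 of 100 for LA-Tg versus WT, where 16 of 18 were higher, with a median of 0.35). The region had a median of -0.57 against -0.0014 and 0.095 in the 5 Mb on either side in Prog-Tg versus WT. Its bounds were the union of the lowest windows in both Prog-Tg comparisons, so the low median and the contrast with the flanks follow in part from that choice. The medians per library, relative to the mean of the WT libraries, were -0.60, -0.46 and -0.58 in Prog-Tg replicates 1 to 3, -0.21, 0.019 and 0.27 in WT and 0.31, 0.59 and 0.062 in LA-Tg. Without WT replicate 3 the difference between Prog-Tg and WT was -0.38. Library depth is argued against, since the 2 Prog-Tg libraries of least depth stayed at -0.4647 or below. With the lymphatic score as a term 121.5% of the difference was left, where lymphatic content as the cause would have it shrink. The score cannot be separated from genotype here, so this fit cannot decide. LA-Tg replicate 2 had the lowest score, 5.262, and the highest region median, 0.59, which goes against that cause but is 1 library. A test on Prog-Tg replicate 1, at -0.6015, cannot tell, because it had assumed a lymphatic score within the range of WT (8.392 to 9.031) and the score was 6.84. Loss of 1 copy of the region in the Prog-Tg line is a candidate explanation that stays open, because the lower expression would be near -1 on the log2 scale only if no gene compensated, Armc1, which overlaps the start of the region, was 3.28 and the design has no other Prog-Tg line.

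Ctgf and Edn1 followed the lymphatic score across the 9 EC libraries (Ctgf r = -0.731, permutation p = 0.028, rho = -0.817, permutation p = 0.011; Edn1 r = -0.803, permutation p = 0.0097, rho = -0.883, permutation p = 0.0029), with adjusted p of 0.070 and 0.049 over the 5 relations computed. Without the 2 libraries farthest from the median score r was -0.419 and -0.616, so the relation rests in part on those libraries. With the score as a term 12.6% of the log2 fold change of Ctgf was left and Edn1 changed sign to -0.24. A share of lymphatic cells behind both genes would give such a fall, but the score differs by genotype and cannot be separated from it. Within genotypes the score varied mostly through LA-Tg replicate 2, at 5.262, so that library largely sets these values. Sex of the animals cannot be told apart, with 71% of Ctgf left and Y-linked transcripts absent from 2 LA-Tg libraries and 1 Prog-Tg library, nor can fibroblast or smooth muscle cells. Of the 3 libraries with the most Ctgf, 2 were among the 3 with the most Acta2, 1 among those with the most Col1a1 and 1 among those with the most Dcn. Ctgf correlated with Acta2, Col1a1 and Dcn at 0.561, 0.471 and 0.356. An effect of progerin or of lamin A on Ctgf and Edn1 stays among the open explanations.

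The headings of the paper's sheets of all EC miRs give the genotypes in another order than the sample labels. By group means, the heading for LA-Tg in the Prog-Tg sheet matches the Prog-Tg labels (median distance 0.0615 on the log2 scale, against 0.352 or more for other groups), and the heading for Prog-Tg matches the WT labels (0.063). Correlations between miR and mRNA libraries were averaged across 116 pairs of a miR and its host gene. At the best order of replicates the mean was 0.18 with the labels and 0.0759 with the headings. The difference was -0.1041 (-0.199 to -0.00924), the outcome set out for headings that are wrong. Its interval resamples the pairs with the libraries and the chosen orders held fixed. It leaves out the spread between libraries, so it cannot decide which order of genotypes is right. At the same replicate numbers the means were 0.048 and 0.0051, without an interval. Another order of genotypes reached 0.185, and 0.13 at the same numbers, so the pairs do not single out the labels. The paper's qPCR has miR-34a-5p and miR-31-5p higher in Prog-Tg ECs, and by the labels they were 10335 ± 1645 and 3419 ± 1020.3 CPM in Prog-Tg, 6887 ± 4264 and 1754 ± 1331 in WT and 7833 ± 3317 and 2294 ± 857 in LA-Tg (SD, n = 3), highest in Prog-Tg with wide spread, where the headings would put Prog-Tg at the values of WT and below the others, while an exchange of WT and LA-Tg alone would leave Prog-Tg in place.

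miR-31-5p had 468 counts in Prog-Tg plasma replicate 3 and 0 in every other plasma library, so its difference between plasma and conditioned medium has no size that could be given. Its adjusted p by edgeR over the pair with miR-34a-5p was 0.019, which rests on that 1 plasma library. Without that library all plasma counts of miR-31-5p were 0, so a fitted value has no meaning. miR-34a-5p differed between the 2 materials by 5.63 on the log2 scale in Prog-Tg versus WT (adjusted p = 0.16 over the pair with miR-31-5p), with 259 counts in plasma WT replicate 1 and 0 in the other WT plasma libraries. Of 303 miRs, edgeR called 0 at an adjusted p under 0.05 and 55 at an unadjusted p under 0.05, with 3 adjusted calls without plasma WT replicate 3, 2 without plasma Prog-Tg replicate 1 and 3 without plasma Prog-Tg replicate 3. In conditioned medium, muscle miRs had a median of 1.93 (camera adjusted p = 0.00199; 0.45 with an estimated correlation) in Prog-Tg versus WT. It was 1.32 without WT replicate 1 (adjusted p = 0.14), 1.38 without WT replicate 3 (adjusted p = 0.29) and 0.21 without Prog-Tg replicate 1 (adjusted p = 0.45), with adjusted p from 2.57e-06 to 0.45. The miR-1a share of counts in medium was 0.111, 2.62 and 0.0674% in WT, 5.42, 1.8 and 0.286% in LA-Tg and 5.2, 0.866 and 2.94% in Prog-Tg, and the share of miR-486 was 0.807, 50.6 and 1.46%, 64.2, 4.94 and 1.64% and 68.9, 19.7 and 3.79%, so 3 of the 4 libraries with the most miR-1a were the 3 with the most miR-486. In the EC libraries miR-1a took at most 0.0016% of counts and miR-486 at most 0.00088%. The source of these miRs in medium was not tested. The LA-Tg median versus WT was 1.47 (camera adjusted p = 0.00076; 0.56 with an estimated correlation). It was 1.10 without WT replicate 1 (adjusted p = 0.11), 1.07 without WT replicate 3 (adjusted p = 0.34) and -1.37 without LA-Tg replicate 1 (adjusted p = 0.42), with adjusted p from 3.92e-08 to 0.42. The Dlk1-Dio3 miRs of ECs had a median of 1.26 in Prog-Tg versus WT, set by Prog-Tg replicate 1, without which it was -0.17. Meg3 and Rian, the long RNAs of that region, were 1.50 and 1.62 in EC mRNA.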

How the results depend on the processing

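The tests with a lymphatic score, a Y-linked level or a depth group as a term, without the miR-486 features, and with libraries left out between plasma and medium were chosen only after the data were seen, as were the depth group beside the replicate block and the correlation without pairs of the same replicate number. The lymphatic score was not tested on the lymphatic markers it is made from, nor the Y-linked level on sex-linked transcripts, and the lists counted with these terms leave them out. Values with the lymphatic score as a term cannot be separated from genotype in Prog-Tg versus WT. No single gene or miR named here passed an adjusted p under 0.05 by the main test, and the threshold applied to single features is an unadjusted p of 0.05.

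EC genes called at an adjusted p under 0.05 in Prog-Tg versus WT numbered 0, and 2 with DESeq2 and 0 to 1 with each library left out. EC genes higher in Prog-Tg than in WT at the study thresholds numbered 137, and 263 with DESeq2, 210 with limma-voom, 526 without a filter on counts, 704 with limma-voom without a filter, 288 with only the 2 groups fitted, 47 with the lymphatic score as a term and 62 to 291 with each library left out. EC genes lower in Prog-Tg than in WT at the study thresholds numbered 266, and 546 without a filter on counts, 496 with limma-voom without a filter, 35 with the lymphatic score as a term, 163 with the Y-linked level as a term and 51 to 539 with each library left out. Lists of EC genes past camera in Prog-Tg versus WT numbered 11, and 0 with an estimated correlation, 0 with fry and 6 with the lymphatic score as a term. EC genes higher in LA-Tg than in WT at the study thresholds numbered 51, and 105 with DESeq2, 26 with limma-voom, 227 without a filter on counts, 29 with the stricter filter, 235 with limma-voom without a filter, 29 with only the 2 groups fitted, 15 with the lymphatic score as a term and 21 to 195 with each library left out. EC genes lower in LA-Tg than in WT at the study thresholds numbered 48, and 222 without a filter on counts, 27 with the stricter filter, 283 with limma-voom without a filter and 43 to 171 with each library left out. Lists of EC genes past camera in LA-Tg versus WT numbered 9, and 0 with an estimated correlation, 0 with fry, 2 with the lymphatic score as a term, 3 with the Y-linked level as a term and 2 to 12 with each library left out. EC genes called at an adjusted p under 0.05 in Prog-Tg versus LA-Tg numbered 0, and 7 with DESeq2. EC genes higher in Prog-Tg than in LA-Tg at the study thresholds numbered 81, and 172 with limma-voom, 387 without a filter on counts, 52 with the stricter filter, 623 with limma-voom without a filter, 138 with the lymphatic score as a term and 37 to 704 with each library left out. EC genes lower in Prog-Tg than in LA-Tg at the study thresholds numbered 101, and 179 with DESeq2, 321 without a filter on counts, 327 with limma-voom without a filter, 49 with the lymphatic score as a term, 155 with the Y-linked level as a term and 43 to 604 with each library left out. Lists of EC genes past camera in Prog-Tg versus LA-Tg numbered 10, and 0 with an estimated correlation, 0 with fry and 5 with the lymphatic score as a term. EC genes shared by both comparisons with WT numbered 26, and 69 with DESeq2, 16 with limma-voom, 120 without a filter on counts, 14 with the stricter filter, 114 with limma-voom without a filter, 12 with only the 2 groups fitted, 9 with the lymphatic score as a term and 27 to 75 with each WT library left out. The cause was not tested.

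EC miRs called at an adjusted p under 0.05 in Prog-Tg versus WT numbered 0, and 1 without a filter on counts. EC miRs higher in Prog-Tg than in WT at the study thresholds numbered 3, and 6 with DESeq2, 29 without a filter on counts, 1 with the stricter filter, 16 with limma-voom without a filter, 1 with the depth group as a term and 2 to 10 with each library left out. EC miRs lower in Prog-Tg than in WT at the study thresholds numbered 3, and 7 with DESeq2, 16 without a filter on counts, 12 with limma-voom without a filter, 6 with only the 2 groups fitted and 1 to 10 with each library left out. Lists of EC miRs past camera in Prog-Tg versus WT numbered 3, and 0 with an estimated correlation and 0 with fry. EC miRs higher in LA-Tg than in WT at the study thresholds numbered 2, and 4 with DESeq2, 4 with limma-voom, 15 without a filter on counts, 1 with the stricter filter, 8 with limma-voom without a filter, 4 with only the 2 groups fitted and 2 to 7 with each library left out. EC miRs lower in LA-Tg than in WT at the study thresholds numbered 1, and 2 with DESeq2, 18 without a filter on counts, 2 with the stricter filter, 3 with limma-voom without a filter, 2 with RLE scaling, 0 with library size alone, 0 with the depth group as a term and 0 to 5 with each library left out. Lists of EC miRs past camera in LA-Tg versus WT numbered 0, and 0 to 2 with each library left out. EC miRs shared by both comparisons with WT numbered 2, and 1 with limma-voom, 10 without a filter on counts, 1 with the stricter filter, 4 with limma-voom without a filter, 1 with only the 2 groups fitted, 1 with the depth group as a term and 2 to 4 with each WT library left out. Causes of these changes were not tested.

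Plasma miRs called at an adjusted p under 0.05 in Prog-Tg versus WT numbered 0, and 19 with DESeq2, 1 with limma-voom without a filter, 1 with library size alone and 0 to 1 with each library left out. Plasma miRs higher in Prog-Tg than in WT at the study thresholds numbered 3, and 10 with DESeq2, 5 with limma-voom, 10 without a filter on counts, 7 with limma-voom without a filter, 9 with library size alone, 1 with only the 2 groups fitted and 2 to 5 with each library left out. Plasma miRs lower in Prog-Tg than in WT at the study thresholds numbered 2, and 11 with DESeq2, 10 with limma-voom, 15 without a filter on counts, 9 with limma-voom without a filter, 5 with library size alone, 4 without the miR-486 features and 1 to 10 with each library left out. Plasma miRs called at an adjusted p under 0.05 in LA-Tg versus WT numbered 0, and 9 with DESeq2 and 1 with limma-voom without a filter. Plasma miRs higher in LA-Tg than in WT at the study thresholds numbered 4, and 11 with DESeq2, 2 with limma-voom, 13 without a filter on counts, 14 with limma-voom without a filter, 8 with library size alone, 2 with only the 2 groups fitted and 3 to 8 with each library left out. Plasma miRs lower in LA-Tg than in WT at the study thresholds numbered 1, and 3 with DESeq2, 2 with limma-voom, 3 without a filter on counts, 5 with limma-voom without a filter, 0 with RLE scaling, 0 with library size alone, 0 with identical miRs collapsed, 0 without the miR-486 features and 0 to 3 with each library left out. Plasma miRs shared by both comparisons with WT numbered 1, and 9 with DESeq2, 0 with limma-voom, 11 without a filter on counts, 5 with limma-voom without a filter, 2 with RLE scaling, 5 with library size alone, 0 with only the 2 groups fitted, 2 with identical miRs collapsed, 3 without the miR-486 features and 0 to 2 with each WT library left out. For these changes the cause was not tested.

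Medium miRs higher in Prog-Tg than in WT at the study thresholds numbered 0, and 2 with DESeq2, 3 with limma-voom, 12 without a filter on counts, 1 with the stricter filter, 3 with limma-voom without a filter, 1 with library size alone, 1 with only the 2 groups fitted and 0 to 15 with each library left out. Medium miRs lower in Prog-Tg than in WT at the study thresholds numbered 4, and 7 with DESeq2, 10 without a filter on counts, 10 with limma-voom without a filter, 2 with only the 2 groups fitted and 0 to 7 with each library left out. Lists of medium miRs past camera in Prog-Tg versus WT numbered 1, and 0 with an estimated correlation, 0 with fry and 0 to 3 with each library left out. Medium miRs called at an adjusted p under 0.05 in LA-Tg versus WT numbered 0, and 2 with limma-voom without a filter. Medium miRs higher in LA-Tg than in WT at the study thresholds numbered 1, and 4 without a filter on counts, 5 with limma-voom without a filter, 0 with library size alone and 0 to 13 with each library left out. Medium miRs lower in LA-Tg than in WT at the study thresholds numbered 7, and 11 with limma-voom, 24 with limma-voom without a filter, 3 with only the 2 groups fitted and 2 to 14 with each library left out. Lists of medium miRs past camera in LA-Tg versus WT numbered 1, and 0 with an estimated correlation, 0 with fry and 0 to 3 with each library left out. Medium miRs shared by both comparisons with WT numbered 1, and 2 with limma-voom, 4 without a filter on counts, 4 with limma-voom without a filter and 0 to 17 with each WT library left out. For these changes the cause was not tested.

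The mean correlation within genotypes less that between them in EC mRNA was -0.0033, and 0.0019 with pairs of the same replicate number left out. The mean correlation within genotypes less that between them in EC miR was -0.0073, and 0.0040 with pairs of the same replicate number left out. MiRs called for a difference between plasma and medium numbered 0, and 0 to 3 with each library left out. The difference of miR-34a-5p between plasma and medium was 5.63, and 4.47 to 14.23 with each library left out. The difference of miR-31-5p between plasma and medium was 11.59, and 0.65 to 11.85 with each library left out. Without plasma WT replicate 1 miR-34a-5p had 0 counts in WT plasma, and miR-31-5p had 0 counts in WT plasma in every setting and in all plasma libraries without Prog-Tg replicate 3, so these fitted values are not sizes. For these changes the cause was not tested.

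With the lymphatic score as a term, the direction turned in EC mRNA of Prog-Tg versus WT for Edn1 -0.24, Sirt1 -0.30, Sirt7 0.15, Nos3 0.41, Cdh5 -0.20, Atf3 -0.41, NF-kB target genes -0.052, interferon-stimulated genes 0.053, lung capillary aerocyte markers 0.14, venous endothelial markers 0.10 and cholesterol synthesis genes 0.0013. With the lymphatic score as a term, the direction turned in EC mRNA of LA-Tg versus WT for Ptgs2 -0.58, Tnfaip3 -0.34, Foxj1 0.26, Tril 0.036, p53 target genes -0.073, p53 signaling pathway genes -0.072 and NF-kB target genes -0.18. With the Y-linked level as a term, the direction turned in EC mRNA of Prog-Tg versus WT for Sirt1 -0.080 and venous endothelial markers 0.057. With the Y-linked level as a term, the direction turned in EC mRNA of LA-Tg versus WT for Ptgs2 -0.017, Mmp13 1.15, Foxj1 0.43, Tril 0.24, p53 signaling pathway genes -0.0058, NF-kB target genes -0.26 and lymphatic endothelial markers 0.062. With limma-voom, the direction turned in EC mRNA of Prog-Tg versus WT for Nos3 0.071. With limma-voom, the direction turned in EC mRNA of LA-Tg versus WT for Vcam1 -0.25 and Foxj1 0.0067. Without a filter on counts, the direction turned in EC mRNA of Prog-Tg versus WT for cell-cell adhesion genes 0.033 and study immune response genes 2.51. Without a filter on counts, the direction turned in EC miR of Prog-Tg versus WT for miR-29b-3p 0.15, endothelial miRs 0.012 and leukocyte miRs 0.32. With RLE scaling, the direction turned in EC mRNA of Prog-Tg versus WT for cell-cell adhesion genes 9.6e-06. With RLE scaling, the direction turned in EC miR of Prog-Tg versus WT for miR-29b-3p 0.13 and leukocyte miRs 0.12. With limma-voom without a filter, the direction turned in EC mRNA of LA-Tg versus WT for Vcam1 -0.048. With the depth group as a term, the direction turned in EC miR of Prog-Tg versus WT for miR-29a-3p -0.0051, smooth muscle and fibroblast miRs -1.07 and leukocyte miRs 0.073. With DESeq2, the direction turned in EC miR of Prog-Tg versus WT for miR-29b-3p 0.13. With the stricter filter, the direction turned in EC miR of Prog-Tg versus WT for miR-29b-3p 0.13. With library size alone, the direction turned in EC miR of Prog-Tg versus WT for miR-29b-3p 0.26 and miR-29c-3p 0.035. With identical miRs collapsed, the direction turned in EC miR of Prog-Tg versus WT for miR-29b-3p 0.00060. The cause was not tested.

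EC mRNA of Prog-Tg versus WT had a turned direction, with each library left out, for Acta2 -0.20 to 1.09, Sirt1 -0.17 to 0.47, Nos3 -0.53 to 0.49, Lmnb1 -0.97 to 0.070, Ccna2 -1.91 to 0.46, Top2a -1.80 to 0.61, proliferation genes -0.99 to 0.64, interferon-stimulated genes -1.78 to 0.91, extracellular matrix genes -0.033 to 1.01, cell-cell adhesion genes -0.11 to 0.11, lung capillary aerocyte markers -0.51 to 0.021, arterial endothelial markers -0.53 to 0.52, venous endothelial markers -0.93 to 0.28, fibroblast markers -0.021 to 1.90, leukocyte markers -0.091 to 1.14, nuclear lamina genes -0.41 to 0.056, unfolded protein and integrated stress response genes -0.22 to 0.074, sex-linked transcripts -0.49 to 0.88 and study immune response genes -2.33 to 2.80. EC mRNA of LA-Tg versus WT had a turned direction, with each library left out, for Ptgs2 -0.73 to 0.43, Tnfaip3 -0.54 to 2.75, Foxj1 -0.84 to 0.89, Tril -1.17 to 0.74, Nfatc2 -1.92 to 0.34, p53 target genes -0.14 to 0.43, p53 signaling pathway genes -0.13 to 0.19, NF-kB target genes -0.26 to 0.71 and lymphatic endothelial markers -1.08 to 0.017. EC mRNA of Prog-Tg versus LA-Tg had a turned direction, with each library left out, for Ccl20 -0.35 to 3.23 and Vcam1 -0.35 to 3.30. EC miR of Prog-Tg versus WT had a turned direction, with each library left out, for miR-29a-3p -0.064 to 0.25, miR-29b-3p -0.49 to 0.71, miR-29c-3p -0.58 to 0.087, miR-29 and miR-365 -0.079 to 0.31, endothelial miRs -0.20 to 0.035, Dlk1-Dio3 region miRs -0.17 to 2.11, smooth muscle and fibroblast miRs -1.51 to 1.08, epithelial miRs -0.83 to 0.36, leukocyte miRs -0.26 to 0.76 and red cell miRs -0.27 to 0.39. EC miR of LA-Tg versus WT had a turned direction, with each library left out, for miR-34a-5p -0.33 to 0.61 and miR-31-5p -0.13 to 1.08. Plasma of Prog-Tg versus WT had a turned direction, with each library left out, for miR-10b-5p -1.26 to 3.99. Medium of LA-Tg versus WT had a turned direction, with each library left out, for muscle miRs -1.37 to 5.97. The cause was not tested.

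Over the 138 log2 fold changes of named genes and miRs, 1941 of 2342 alternative values kept direction and side of the threshold, 243 fell short of it, 98 passed it and 60 turned. Among 58 list medians, 460 of 631 kept both, 72 fell short, 28 passed and 71 turned.

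In EC miR of Prog-Tg versus WT and EC mRNA of Prog-Tg versus LA-Tg, where the numbers pair the samples, the counts and directions that changed with the replicate number as a block were these. EC genes higher in Prog-Tg than in LA-Tg at the study thresholds numbered 144. EC miRs higher in Prog-Tg than in WT at the study thresholds numbered 14. EC miRs lower in Prog-Tg than in WT at the study thresholds numbered 18. Turned by the block in EC miR of Prog-Tg versus WT were miR-17-92 family -0.023 and leukocyte miRs 0.087. Other calls that the block changed there stand beside their values, and no other call changed. The cause was not tested.

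In the other comparisons the samples share only a number, since the paper speaks of littermate pairs of Prog-Tg and WT without tying a number to a litter, with correlations between libraries of the same number of -0.36 to 0.40 in EC mRNA of LA-Tg versus WT (2), -0.028 to 0.49 in EC mRNA of Prog-Tg versus WT (4), 0.0051 to 0.53 in EC miR of LA-Tg versus WT (4), -0.051 to 0.19 in plasma of LA-Tg versus WT (3), -0.085 to 0.020 in plasma of Prog-Tg versus WT (1), -0.40 to 0.34 in medium of LA-Tg versus WT (2) and -0.32 to 0.11 in medium of Prog-Tg versus WT (0), where the number in parentheses is how many of 6 samples correlated best with their own number, a hint from the data and not from the design. With the number as a block, the values that changed were these. EC genes lower in LA-Tg than in WT at the study thresholds numbered 129. EC miRs higher in LA-Tg than in WT at the study thresholds numbered 9. EC miRs lower in LA-Tg than in WT at the study thresholds numbered 5. EC miRs shared by both comparisons with WT numbered 5. Plasma miRs higher in Prog-Tg than in WT at the study thresholds numbered 1. Plasma miRs lower in Prog-Tg than in WT at the study thresholds numbered 5. Plasma miRs lower in LA-Tg than in WT at the study thresholds numbered 0. Plasma miRs shared by both comparisons with WT numbered 0. Medium miRs higher in Prog-Tg than in WT at the study thresholds numbered 1. Medium miRs lower in Prog-Tg than in WT at the study thresholds numbered 0. Lists of medium miRs past camera in Prog-Tg versus WT numbered 2. Medium miRs higher in LA-Tg than in WT at the study thresholds numbered 0. Medium miRs lower in LA-Tg than in WT at the study thresholds numbered 1. Medium miRs shared by both comparisons with WT numbered 0. Turned by the block in EC mRNA of Prog-Tg versus WT were Nos3 0.075 and sex-linked transcripts -1.88. The cause was not tested.

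With the replicate number as a block and the depth group as a further term in EC miR, these values changed. EC miRs higher in Prog-Tg than in WT at the study thresholds numbered 9. EC miRs lower in Prog-Tg than in WT at the study thresholds numbered 7. EC miRs higher in LA-Tg than in WT at the study thresholds numbered 17. EC miRs lower in LA-Tg than in WT at the study thresholds numbered 7. EC miRs shared by both comparisons with WT numbered 1. Turned by the block with the depth group in EC miR of Prog-Tg versus WT were miR-29a-3p -0.035, miR-29b-3p 0.043 and red cell miRs -0.13. The cause was not tested.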

Differences from the paper's values

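No test here was chosen only after the result was seen, except that pairs of the same replicate number were left out of the correlation of replicates in an alternative added later, and each value is set beside the paper's at the paper's thresholds, with the alternatives set before the data were examined. A gap counts as closed where the larger value is at most 1.5 times the smaller.

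The paper gives 87 genes lower in Prog-Tg than in WT ECs at its thresholds, and 266 were found here. The gap closed without Prog-Tg replicate 2 and Prog-Tg replicate 3 (at 101 to 107) and stayed with DESeq2, with limma-voom, without a filter on counts, with the stricter filter, with limma-voom without a filter, with RLE scaling, with library size alone, with only the 2 groups fitted, with the replicate block and without WT replicate 1, WT replicate 2, WT replicate 3 and Prog-Tg replicate 1 (at 51 to 546). For genes higher in LA-Tg than in WT ECs the paper gives 25 and the value here was 51. The gap closed with limma-voom, with the stricter filter, with only the 2 groups fitted and without WT replicate 3 and LA-Tg replicate 2 (at 21 to 36) and stayed with DESeq2, without a filter on counts, with limma-voom without a filter, with RLE scaling, with library size alone, with the replicate block and without WT replicate 1, WT replicate 2, LA-Tg replicate 1 and LA-Tg replicate 3 (at 45 to 235). Genes shared by both comparisons with WT number 14 in the paper and 26 here. The gap closed with limma-voom, with the stricter filter and with only the 2 groups fitted (at 12 to 16) and stayed with DESeq2, without a filter on counts, with limma-voom without a filter, with RLE scaling, with library size alone, with the replicate block and without WT replicate 1, WT replicate 2 and WT replicate 3 (at 25 to 120).

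Between Prog-Tg and LA-Tg ECs the paper has 147 genes higher, against 81 here. The gap closed with DESeq2, with limma-voom, with library size alone, with only the 2 groups fitted, with the replicate block and without Prog-Tg replicate 2 (at 103 to 172) and stayed without a filter on counts, with the stricter filter, with limma-voom without a filter, with RLE scaling and without LA-Tg replicate 1, LA-Tg replicate 2, LA-Tg replicate 3, Prog-Tg replicate 1 and Prog-Tg replicate 3 (at 37 to 704). In the same comparison the paper has 44 lower, against 101 here. The gap closed without LA-Tg replicate 3 and Prog-Tg replicate 3 (at 43 to 56) and stayed with DESeq2, with limma-voom, without a filter on counts, with the stricter filter, with limma-voom without a filter, with RLE scaling, with library size alone, with only the 2 groups fitted, with the replicate block and without LA-Tg replicate 1, LA-Tg replicate 2, Prog-Tg replicate 1 and Prog-Tg replicate 2 (at 70 to 604).

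Differentially expressed miRs of Prog-Tg ECs number 68 in the paper and 6 here. The gap stayed under every alternative (with DESeq2, with limma-voom, without a filter on counts, with the stricter filter, with limma-voom without a filter, with RLE scaling, with library size alone, with only the 2 groups fitted, with the replicate block, with identical miRs collapsed and without WT replicate 1, WT replicate 2, WT replicate 3, Prog-Tg replicate 1, Prog-Tg replicate 2 and Prog-Tg replicate 3), at 3 to 45. In Prog-Tg plasma the paper has 51 miRs, against 5 here. The gap stayed under every alternative (with DESeq2, with limma-voom, without a filter on counts, with the stricter filter, with limma-voom without a filter, with RLE scaling, with library size alone, with only the 2 groups fitted, with the replicate block, with identical miRs collapsed and without WT replicate 1, WT replicate 2, WT replicate 3, Prog-Tg replicate 1, Prog-Tg replicate 2 and Prog-Tg replicate 3), at 4 to 25. Of EC miRs the paper has 41 higher, against 3 here. The gap closed without a filter on counts (at 29) and stayed with DESeq2, with limma-voom, with the stricter filter, with limma-voom without a filter, with RLE scaling, with library size alone, with only the 2 groups fitted, with the replicate block, with identical miRs collapsed and without WT replicate 1, WT replicate 2, WT replicate 3, Prog-Tg replicate 1, Prog-Tg replicate 2 and Prog-Tg replicate 3 (at 1 to 16). The paper's supplementary fold change of miR-34a-5p in Prog-Tg plasma is 50.8, and the fold here was 12.1. On the log2 scale the standard error here was larger than the fold change itself. The data therefore do not tell the 2 folds apart, whatever the rule for a gap gives. The gap closed with limma-voom, with limma-voom without a filter and with the replicate block (at 40.3 to 59.3) and stayed with DESeq2, without a filter on counts, with the stricter filter, with RLE scaling, with library size alone, with only the 2 groups fitted, with identical miRs collapsed and without WT replicate 2, WT replicate 3, Prog-Tg replicate 1, Prog-Tg replicate 2 and Prog-Tg replicate 3 (at 4.98 to 18.3). Without WT replicate 1 the WT plasma libraries had 0 counts, so no fold is given. Its fold change of miR-31-5p in Prog-Tg plasma is 12.3, from voom and limma. Here all 468 counts came from Prog-Tg replicate 3, and the pooled counts gave 90.6 against a floor of 3 counts over the WT group. These measures are unlike, so the 2 values cannot be ranked.

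The paper names miR-34a-5p and miR-31-5p as higher in both ECs and plasma of Prog-Tg mice. Here 0 miRs were higher in both at the study thresholds, under the main setting and every alternative of method (libraries were not left out for this overlap, and the filter on counts removed miR-31-5p from plasma), and the log2 fold changes in ECs were 0.59 and 0.96, in the direction the paper gives. In ECs miR-31-5p passed the study thresholds without a filter on counts (1.14), with limma-voom without a filter (1.33), with library size alone (1.29), with the replicate block (1.10) and without WT replicate 2 (1.89), and miR-34a-5p in no setting. The paper describes a high correlation between replicates of a genotype. Here the mean correlation was 0.939 within and 0.942 between genotypes in EC mRNA, and 0.927 and 0.935 in EC miR, and with pairs of the same replicate number left out the means between genotypes were 0.937 and 0.923, below those within. The paper reports Trp53, Cdkn1a and Cdkn2a as higher by qPCR, and their log2 fold changes here were all above 0 without passing the test. For Sirt1 the paper has a modest decrease in Prog-Tg ECs. Here its log2 fold change was above 0, by less than its standard error, and its direction turned with some libraries left out.

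In the paper's tables 131 genes are higher and 87 lower in Prog-Tg versus WT ECs, over 19047 genes. Of these, 43 and 52 were kept by the filter used here, all in the same direction, with 34 and 46 past the study thresholds. Over the genes kept here, 0 of the paper's p values passed when adjusted over those genes in EC mRNA. In plasma of Prog-Tg mice 8 did, over the miRs kept. Of the paper's 41 higher and 27 lower EC miRs, 22 and 16 were kept, all in the same direction, and 3 and 3 passed the study thresholds. Of its 13 higher and 38 lower plasma miRs, 10 and 14 were kept, and 2 and 2 passed.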

Other observations

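The tests with a lymphatic, Y-linked or depth term were chosen only after the data were seen, and what the splits would show was set out before their values were seen. Sun2 and Syne1, which tie the nuclear lamina to the cytoskeleton, were lower in Prog-Tg than in WT ECs, at -0.41 (standard error 0.151, adjusted p = 0.83) and -0.88 (standard error 0.374) on the log2 scale, and Sun1 at -0.34 (standard error 0.162), each with all 3 Prog-Tg libraries below WT. The 13 nuclear lamina genes had a median of -0.26 (adjusted p = 0.14), and -0.41 without WT replicate 1 (adjusted p = 0.035) and 0.056 without WT replicate 2 (adjusted p = 0.76). Sirt1, a deacetylase that represses p53, was 0.27 (standard error 0.40, adjusted p = 0.88), Sirt7 -0.092 (standard error 0.185) and Nos3, the endothelial nitric oxide synthase, -0.083 (standard error 0.596). Acta2, smooth muscle actin, was 22.8 ± 20.3 CPM (SD, n = 3) in WT, 81.2 ± 101 in LA-Tg and 29.4 ± 18.7 in Prog-Tg (0.37 (standard error 1.65)).

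Kdr, the main receptor of vascular endothelial growth factor, was -1.02 (standard error 0.698) in Prog-Tg versus WT, and the aerocyte markers of lung capillaries had a median of -0.46 (adjusted p = 0.58), and 0.021 without WT replicate 3 (adjusted p = 0.58) and 0.14 with the lymphatic score as a term (adjusted p = 0.98). Efnb2, an arterial ephrin, was 1.12 (standard error 0.525) and Dkk2, a Wnt regulator of arterial cells, -2.35 (standard error 1.11). The arterial markers had a median of -0.23 (adjusted p = 0.83), and 0.52 without WT replicate 2 (adjusted p = 0.41) and 0.21 without Prog-Tg replicate 3 (adjusted p = 0.59). Ephb4, the venous ephrin receptor, was -0.90 (standard error 0.456). The venous markers had a median of -0.16 (adjusted p = 0.83), and 0.28 without WT replicate 1 (adjusted p = 0.91), 0.073 without Prog-Tg replicate 2 (adjusted p = 0.92), 0.23 without Prog-Tg replicate 3 (adjusted p = 0.65), 0.10 with the lymphatic score as a term (adjusted p = 0.98) and 0.057 with the Y-linked level as a term (adjusted p = 0.90). Atf3 and Ddit3, stress-response transcription factors, were 1.97 (standard error 1.24) and 0.97 (standard error 0.619). The unfolded protein and integrated stress response genes had a median of -0.042 (adjusted p = 0.72), and 0.074 without WT replicate 3 (adjusted p = 0.75) and 0.018 without Prog-Tg replicate 1 (adjusted p = 0.43). Oxidative phosphorylation genes had a median of 0.12 (adjusted p = 0.055), and 0.14 without WT replicate 2 (adjusted p = 0.014), 0.17 without Prog-Tg replicate 1 (adjusted p = 0.028), 0.13 without Prog-Tg replicate 3 (adjusted p = 0.047) and 0.14 with the lymphatic score as a term (adjusted p = 0.035). Sex-linked transcripts had a median of 0.049 (adjusted p = 0.17), and -0.13 without WT replicate 2 (adjusted p = 0.14), -0.32 without WT replicate 3 (adjusted p = 0.27), -0.49 without Prog-Tg replicate 1 (adjusted p = 0.12) and -0.13 without Prog-Tg replicate 3 (adjusted p = 0.076).

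In EC mRNA of LA-Tg versus WT, p53 target genes had a median of 0.20 (camera adjusted p = 0.000184; 0.86 with an estimated correlation). It was 0.075 without WT replicate 2 (adjusted p = 0.56), -0.14 without LA-Tg replicate 2 (adjusted p = 0.99), -0.073 with the lymphatic score as a term (adjusted p = 0.92) and 0.022 with the Y-linked level as a term (adjusted p = 0.80), with adjusted p from 2.55e-06 to 0.99. The p53 signaling pathway genes had a median of 0.12 (adjusted p = 0.00419; 0.86 with an estimated correlation). It was 0.15 without WT replicate 3 (adjusted p = 0.092), -0.13 without LA-Tg replicate 2 (adjusted p = 0.99), -0.072 with the lymphatic score as a term (adjusted p = 0.92) and -0.0058 with the Y-linked level as a term (adjusted p = 0.80), with adjusted p from 0.000336 to 0.99. Between Prog-Tg and LA-Tg the p53 targets were at 0.32 (adjusted p = 0.000186; 0.48 with an estimated correlation). It was 0.16 without LA-Tg replicate 1 (adjusted p = 0.11), 0.23 without Prog-Tg replicate 2 (adjusted p = 0.20) and 0.23 with the lymphatic score as a term (adjusted p = 0.055), with adjusted p from 9.52e-07 to 0.20. The pathway genes were at 0.16 (adjusted p = 0.00806; 0.48 with an estimated correlation). It was 0.085 without LA-Tg replicate 1 (adjusted p = 0.32), 0.11 without LA-Tg replicate 3 (adjusted p = 0.061), 0.066 without Prog-Tg replicate 2 (adjusted p = 0.50) and 0.11 with the lymphatic score as a term (adjusted p = 0.20), with adjusted p from 0.000238 to 0.50.

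Of the EC miR lists in Prog-Tg versus WT, endothelial miRs had a median of -0.13 (adjusted p = 0.60), and 0.012 without a filter on counts (adjusted p = 0.81), 0.035 without WT replicate 2 (adjusted p = 0.59) and 0.00018 without Prog-Tg replicate 2 (adjusted p = 0.63). The miR-17-92 family had a median of 0.13 (adjusted p = 0.91), and -0.023 with the replicate block (adjusted p = 0.91), epithelial miRs -0.28 (adjusted p = 0.12), and 0.36 without WT replicate 2 (adjusted p = 0.59), 0.036 without Prog-Tg replicate 1 (adjusted p = 0.47) and 0.17 without Prog-Tg replicate 2 (adjusted p = 0.78), leukocyte miRs -0.013 (adjusted p = 0.60), and 0.32 without a filter on counts (adjusted p = 0.67), 0.12 with RLE scaling (adjusted p = 0.69), 0.087 with the replicate block (adjusted p = 0.84), 0.42 without WT replicate 1 (adjusted p = 0.82), 0.76 without WT replicate 2 (adjusted p = 0.59), 0.15 without WT replicate 3 (adjusted p = 0.55), 0.13 without Prog-Tg replicate 1 (adjusted p = 0.96) and 0.073 with the depth group as a term (adjusted p = 0.70) and red cell miRs 0.15 (adjusted p = 0.90), and -0.028 without WT replicate 1 (adjusted p = 0.66), -0.27 without Prog-Tg replicate 3 (adjusted p = 0.65) and -0.13 with the replicate block and the depth group (adjusted p = 0.67). Smooth muscle and fibroblast miRs had a median of 0.71, a mean of -0.042 and a downward direction by camera (adjusted p = 0.60). The median was 0.20 without WT replicate 2 (adjusted p = 0.012), -1.51 without Prog-Tg replicate 1 (adjusted p = 0.035), -1.07 with the depth group as a term (adjusted p = 0.12) and 1.22 with the replicate block and the depth group (adjusted p = 0.037).

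In conditioned medium edgeR, DESeq2 and limma-voom called 0 of 255 miRs at an adjusted p under 0.05 in both comparisons with WT, 4 had an unadjusted p under 0.05 in Prog-Tg and 8 in LA-Tg, and limma-voom without a filter called 2 in LA-Tg (miR-132-3p and miR-455-3p, named after their values were seen). miR-455-3p, a miR of cartilage and brown fat, had 85 counts in WT medium and 0 in Prog-Tg and LA-Tg, at least 24.9-fold lower in Prog-Tg against 3 counts over the group. At the study thresholds 0 miRs were higher in Prog-Tg medium, with 15 without WT replicate 2, 1 without WT replicate 3, 2 without Prog-Tg replicate 2 and 1 without Prog-Tg replicate 3, and 4 lower, with 0 without WT replicate 1, 7 without WT replicate 2, 1 without WT replicate 3, 0 without Prog-Tg replicate 2 and 0 without Prog-Tg replicate 3. In LA-Tg medium 1 was higher, with 0 without WT replicate 1, 13 without WT replicate 2, 0 without LA-Tg replicate 1 and 2 without LA-Tg replicate 2, and 7 lower, with 3 without WT replicate 1, 14 without WT replicate 2, 2 without WT replicate 3, 3 without LA-Tg replicate 1 and 4 without LA-Tg replicate 3. miR-34a-5p in medium was -1.91 (standard error 1.57) in Prog-Tg versus WT and miR-31-5p -0.61 (standard error 0.615). In plasma of LA-Tg versus WT, edgeR and limma-voom called 0 of 118 miRs and DESeq2 9, 5 had an unadjusted p under 0.05, and at the study thresholds 4 were higher, with 8 without LA-Tg replicate 3, and 1 lower (miR-378a-3p), with 0 without WT replicate 2 and 3 without LA-Tg replicate 2. miR-127-3p, of the Dlk1-Dio3 region, had 2148, 2319 and 1 counts in the LA-Tg plasma libraries, 4468 in all, and 1 in WT, a pooled ratio of 3792 (95% exact interval 680 to 149800), so LA-Tg replicate 3 stood at the level of WT. Between plasma comparisons 1 call was shared (miR-148b-3p), with 100 simulations of shared controls at a mean of 2.2.

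With 3 libraries against 3 there are 10 splits, too few for a share under 0.05. Features past the study thresholds numbered, in EC mRNA, 403 (highest other split 1485, 4 of 10 splits as large) for Prog-Tg versus WT, 99 (highest other split 1542, 10 of 10 splits as large) for LA-Tg versus WT and 182 (highest other split 2568, 8 of 10 splits as large) for Prog-Tg versus LA-Tg. In EC miR they numbered 6 (highest other split 59, 7 of 10 splits as large) for Prog-Tg and 3 (highest other split 72, 9 of 10 splits as large) for LA-Tg versus WT. In plasma they numbered 5 (highest other split 12, 6 of 10 splits as large) and 5 (highest other split 10, 7 of 10 splits as large), and in medium 4 (highest other split 31, 7 of 10 splits as large) and 8 (highest other split 30, 5 of 10 splits as large). The numbers pair the samples in 2 of these comparisons, so the splits that part all 3 pairs were compared on their own, which was decided after the data were seen. In EC miR of Prog-Tg versus WT the real 6 stood beside 0 to 5 in the 3 other splits of this kind, and the 6 splits that keep a pair together gave 27 to 59. In EC mRNA of Prog-Tg versus LA-Tg the real 182 stood beside 32 to 184, and the splits that keep a pair together gave 247 to 2568. In both, 4 splits are too few for a share under 0.05. In ECs and medium some splits called several times the real number, which points to a structure of the samples other than genotype, in the 2 paired comparisons that of the pairs.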
